# MicroRNA Expression Profiling of Bone Marrow–Derived Proangiogenic Cells (PACs) in a Mouse Model of Hindlimb Ischemia: Modulation by Classical Cardiovascular Risk Factors

**DOI:** 10.3389/fgene.2020.00947

**Published:** 2020-08-21

**Authors:** Michel Desjarlais, Sylvie Dussault, José Carlos Rivera, Sylvain Chemtob, Alain Rivard

**Keywords:** microRNA (miR), proangiogenic cell (PAC), cardiovascular risk factors, hindlimb ischemia, neovascularization

## Abstract

**Background:**

Classical cardiovascular risk factors (CRFs) are associated with impaired angiogenic activities of bone marrow–derived proangiogenic cells (PACs) related to peripheral artery diseases (PADs) and ischemia-induced neovascularization. MicroRNAs (miRs) are key regulators of gene expression, and they are involved in the modulation of PAC function and PAC paracrine activity. However, the effects of CRFs on the modulation of miR expression in PACs are unknown.

**Aims and Methods:**

We used a model of hindlimb ischemia and next-generation sequencing to perform a complete profiling of miRs in PACs isolated from the bone marrow of mice subjected to three models of CRFs: aging, smoking (SMK) and hypercholesterolemia (HC).

**Results:**

Approximately 570 miRs were detected in PACs in the different CRF models. When excluding miRs with a very low expression level (<100 RPM), 40 to 61 miRs were found to be significantly modulated by aging, SMK, or HC. In each CRF condition, we identified downregulated proangiogenic miRs and upregulated antiangiogenic miRs that could contribute to explain PAC dysfunction. Interestingly, several miRs were similarly downregulated (e.g., miR-542-3p, miR-29) or upregulated (e.g., miR-501, miR-92a) in all CRF conditions. *In silico* approaches including Kyoto Encyclopedia of Genes and Genomes and cluster dendogram analyses identified predictive effects of these miRs on pathways having key roles in the modulation of angiogenesis and PAC function, including vascular endothelial growth factor signaling, extracellular matrix remodeling, PI3K/AKT/MAPK signaling, transforming growth factor beta (TGFb) pathway, p53, and cell cycle progression.

**Conclusion:**

This study describes for the first time the effects of CRFs on the modulation of miR profile in PACs related to PAD and ischemia-induced neovascularization. We found that several angiogenesis-modulating miRs are similarly altered in different CRF conditions. Our findings constitute a solid framework for the identification of miRs that could be targeted in PACs in order to improve their angiogenic function and for the future development of novel therapies to improve neovascularization and reduce tissue damage in patients with severe PAD.

## Introduction

Peripheral artery disease (PAD) is a major health problem. It affects more than 200 million men and women worldwide and is the third leading cause of cardiovascular morbidity after coronary artery disease and stroke (Criqui and Aboyans, 2015). PAD is associated with intermittent claudication and impaired mobility. In its more severe form, PAD leads to chronic ischemia with rest pain, non-healing ulcers, tissue necrosis, gangrene, and lower limb amputation. Improving the natural capacity of the organism to develop new blood vessels (neovascularization) is an attractive strategy to promote perfusion of affected muscles, reduce pain, and avoid ischemic tissue damage and limb amputation (Losordo and Dimmeler, 2004; Cooke and Losordo, 2015). Neovascularization involves the development of collateral vessels (arteriogenesis), as well as the activation, proliferation, and migration of mature endothelial cells that will extend the preexisting vascular network (angiogenesis) (D’Amore and Thompson, 1987). However, it has now been demonstrated that postnatal neovascularization also depends on the action of bone marrow–derived proangiogenic cells (PACs) (Asahara et al., 1997; Asahara et al., 1999). PACs, initially described as early outgrowth endothelial progenitor cells (EPCs), were shown to reach sites of ischemia where they can promote neovascularization mainly through paracrine secretion of angiogenic factors and cytokines (Urbich and Dimmeler, 2004).

The administration of autologous mononuclear cells, including PACs, represents a possible therapeutic option for PAD patients with critical limb ischemia (CLI) (Cooke and Losordo, 2015). However, although positive results have been reported in preclinical studies and small clinical trials, several placebo-controlled randomized studies showed no advantage from bone marrow mononuclear cell administration over placebo (Peeters Weem et al., 2015). One possible explanation for these disappointing results is that the administered autologous cells might be dysfunctional in PAD patients who present several comorbid conditions. In fact, it has been demonstrated that classical cardiovascular risk factors (CRFs) involved in the development of atherosclerosis and PAD are also associated with impaired number and/or functional activities of PACs in humans (Vasa et al., 2001; Tepper et al., 2002; Hill et al., 2003; Chen et al., 2004; Michaud et al., 2006). However, the specific mechanisms leading to PAC dysfunction in these pathological conditions are poorly understood.

MicroRNAs (miRNAs or miRs) represent a novel class of endogenous non-coding small RNA molecules (20–25 nucleotides) that regulate a wide range of physiological and pathological processes, including angiogenesis (Urbich et al., 2008; Suarez and Sessa, 2009; Landskroner-Eiger et al., 2013). miRs can impact on stem/progenitor cell differentiation and function during cardiovascular repair responses (Jakob and Landmesser, 2012). In addition, miRs can be released by PACs to protect against ischemia and stimulate neovascularization in different tissues (Cantaluppi et al., 2012; Ranghino et al., 2012). Therefore, dysregulation of miR expression could contribute to explain the impaired functional activities of PACs in PAD patients with CRFs. Here, in a mouse model of PAD, we used next-generation sequencing (NGS) to study PAC miR expression profile in the context of three key CRFs: smoking (SMK), hypercholesterolemia (HC), and aging. Our results indicate that CRFs lead to important modulations in the expression of miRs in PACs, including several miRs predicted to be involved in the response to ischemia, angiogenesis, and postnatal neovascularization. Moreover, overlaps in the modulation of miRs by different CRFs might define a set of miRs with angiogenic/antiangiogenic properties that could be targeted in order to improve the function of PACs and promote therapeutic neovascularization in PAD patients with CLI.

## Materials and Methods

### Murine Hindlimb Ischemia and Classical CRF Models

The protocol was approved by the Comité Institutionnel de Protection des Animaux of the Center Hospitalier de l’Université de Montréal. Unilateral hindlimb ischemia was surgically induced by removing the femoral artery under anesthesia with 2% isoflurane (Desjarlais et al., 2017; Desjarlais et al., 2019) and PACs were isolated from the bone marrow 2 days after ischemia. Four groups of mice were studied. The effect of aging was studied in 16-month-old C57BL/6 mice (aging). Young 2- to 3-month-old C57BL/6 mice were used as controls (CTL). The effect of SMK was studied in 2- to 3-month-old C57BL/6 mice exposed or not (CTL) to cigarette smoke (two cigarettes, twice a day) via an SMK machine starting 14 days prior to surgery (Dhahri et al., 2017). Commercial cigarettes (Player’s Plain, tar: 17 mg, nicotine: 1.5 mg, carbon monoxide: 12 mg) were used. The effect of HC was studied in 2- to 3-month-old hypercholesterolemic ApoE^–/–^ mice (C57BL/6 background) purchased from Jackson Laboratory (Bar Harbor, ME, United States) and put on a Western-type diet (1.25% cholesterol, 15% cocoa butter, 0.5% sodium cholate; Teklad 90221) beginning 5 weeks before the surgery (Desjarlais et al., 2017). Two- to 3-month-old normocholesterolemic C57BL/6 mice were used as CTL.

### PAC Isolation and Characterization

Two days after hindlimb ischemia, bone marrow mononuclear cells were isolated from the femora and tibiae by flushing the bone marrow cavities using culture medium and kept on fibronectin-coated (Sigma, St. Louis, MO, United States) plates. After 4 days in culture, non-adherent cells were removed by thorough washing with phosphate-buffered saline (PBS). Adherent cells were stained with DAPI (0.5 mg/mL; Life Technologies); 1,10-dictadecyl-3,3,30,30 acetylated low-density lipoprotein (DiI-acLDL, 2.5 mg/mL for 1 h; Life Technologies); and fluorescein isothiocyanate (FITC)–labeled lectin BS-1 (*Bandeiraea simplicifolia*, 10 mg/mL for 1 h; Sigma). Bone marrow PACs were characterized as adherent cells that were positive for both DiI-acLDL uptake and lectin binding as previously described (Desjarlais et al., 2017; Dhahri et al., 2017; Desjarlais et al., 2019).

### PAC Migration Assay

Proangiogenic cells migration was assessed using a modified Boyden chamber assay. Twenty thousand cells in growth factor–deprived medium were added to the upper chamber of a Transwell insert (pore size 8 μm; Corning, Corning, NY, United States) coated with 0.1% gelatin. The inserts were placed in a 24-well plate containing medium 200 with 50 ng/mL vascular endothelial growth factor (VEGF). After incubation for 6 h at 37°C, the cells that did not migrate were removed by wiping the upper surface with an absorbent tip. The migrant cells were fixed for 10 min with 3.7% formaldehyde and stained with hematoxylin. The number of cells that migrated was counted in three different representative high-power (200×) fields per insert. All experiments were performed in duplicate.

### PAC Adhesion to an Endothelial Monolayer

A monolayer of human umbilical vein endothelial cells (HUVECs) (passages 4–6) was prepared in 24-well plates. HUVECs were pretreated for 16 h with tumor necrosis factor α (1 ng/mL; BD Biosciences), fixed and stained with DAPI (0.5 mg/mL; Life Technologies). PACs were labeled with DiI-AcLDL, and 15,000 cells were added to each well (2 wells/mouse) and incubated for 3 h at 37°C. Non-attached cells were gently removed with PBS, and adherent PACs were fixed with 2% paraformaldehyde and counted in three random fields per well.

### miR Isolation and NGS Analyses

PACs were isolated from the different groups of mice 2 days after surgery, and total RNA was extracted from PACs after 4 days in culture using the Ambion mirVana^TM^ miR isolation kit (Life Technologies) according to the manufacturer’s protocol. RNA quality was validated with the BioAnalyzer Nano (Agilent) using an RNA pico chip, and all samples had an RIN greater than eight. The amount of RNA we could recover from PACs isolated from one mouse was limited. Therefore, in order to optimize the quantity of RNA and also to avoid excessive cost, we pooled the RNA samples in each group before performing NGS. This strategy was recently shown to be a good option to optimize the cost and maintain the power for differential gene expression analysis (Assefa et al., 2020). Equal amounts of RNA samples (4–6/group) were pooled in each experimental condition: CTL, aging, SMK, and HC. Final RNA concentrations were then determined in each group, and an equal quantity of total RNA was used for library preparation. Library preparation was done with the QIAseq miR Library Kit (Qiagen). Sequencing was performed on a NextSeq 500 (Illumina), obtaining approximately 5 million reads per sample. The QIAseq miRNA sequencing files were uploaded to the GeneGlobe^®^ Data Analysis center. To annotate the insert sequences, a unique sequence set was made for all readsets/samples. Following this, a sequential alignment strategy was followed to map to different databases (perfect match to miRBase mature, miRBase hairpin, non-coding RNA, mRNA and otherRNA, and ultimately a second mapping to miRBase mature, where up to two mismatches are tolerated) using bowtie (bowtie-bio.sourceforge.net/index.shtml). At each step, only unmapped sequences pass to the next step. Read counts for each RNA category (miRBase mature, miRBase hairpin, piRNA, tRNA, rRNA, mRNA, and otherRNA) were calculated from the mapping results (miRNA_Reads, hairpin_Reads, piRNA_Reads, etc.). miRBase V21 was used for miRNA. A mouse-specific miRBase mature database was used, and all remaining unmapped sequences were aligned to the mouse genome (Genome Reference Consortium GRCm38). Raw read counts obtained in each library are presented in Supplementary Table 1. Normalization by library size was then performed, and values expressed as reads per million reads mapped (RPM). We focused on miRs, with an expression level of at least 100 RPM, and differential gene expression levels were expressed as fold change between the CRF condition and the CTL (CRF/CTL). miRs were considered to be significantly upregulated or downregulated if the fold change value was greater than 1.6 for upregulated miRs and lower than 0.8 for downregulated miRs. Next-generation sequencing (NGS) data have been deposited and are available on NCBI Gene Expression Omnibus, GSE151609.

### Identification of Predictive Targets/Pathways of miRs Modulated by CRFs in PACs

Predicted and validated target genes involved in angiogenesis, inflammation, oxidative stress, cell survival, apoptosis, senescence, and other pathways potentially linked to PAC dysfunction were identified in the different CRF conditions using the bioinformatic algorithms of miRSystem database (^1^; version 20160513), which is an integrated system used to characterize the enriched functions and pathways of miRNA targets (Lu et al., 2012). In target prediction, the miRSystem database integrates two experimentally validated databases, TarBase (version 7.0) and miRecords (April 27, 2013, release), and seven target gene prediction algorithms, including DIANA-microT (version 5.0), miRanda (August 2010 release), miRBridge (April 2010 release), PicTar (March 2007 release), PITA (August 2008 release), RNA22 (version 2.0), and Targetscan (version 7.1). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and dendrogram clusters of predictive biological Gene Ontology (GO) process-connectome of selected miRs were analyzed using DIANA tool program^2^ (Vlachos et al., 2015).

### Statistical Analysis

Results for PAC number and function (Figure 1) are presented as mean ± SEM. Statistical significance was evaluated by a one- or two-way analysis of variance followed by a Bonferroni *post hoc* test. *P* < 0.05 was interpreted to denote statistical significance.

**FIGURE 1:**
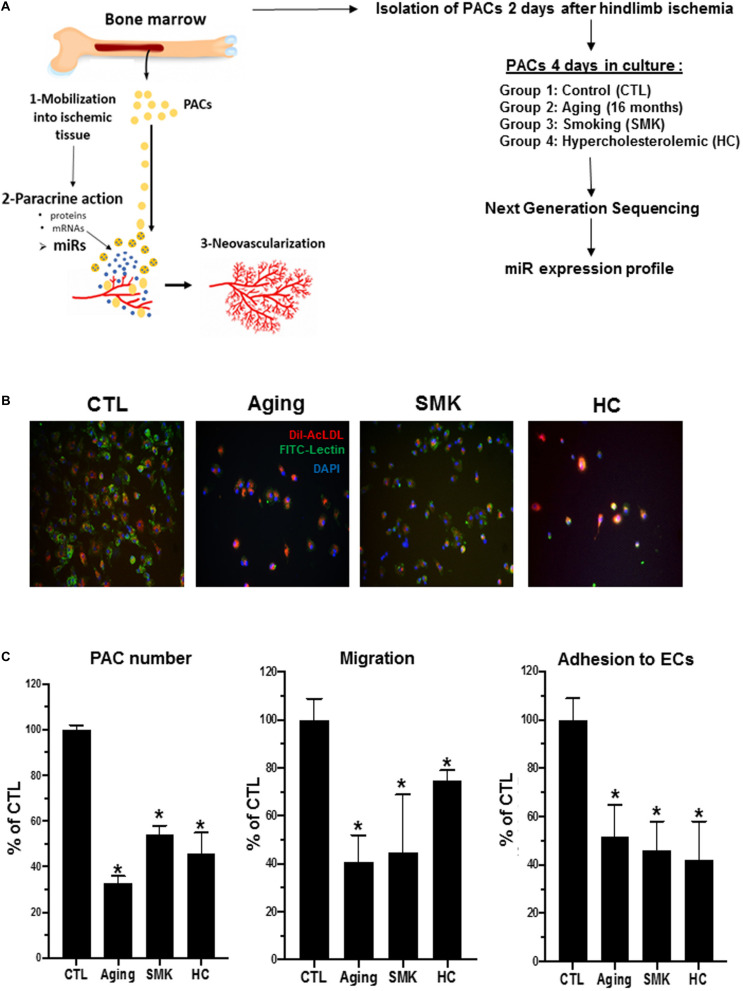
Experimental design and effect of aging, smoking (SMK), and hypercholesterolemia (HC) on the number and functional activities of PACs. **(A)** Schematic representation of PAC angiogenic function (left) and experiment design used for miR profiling in PACs (right). **(B)** Representative pictures of PACs isolated from control (CTL), aging, SMK, and HC mice at day 2 after hindlimb ischemia. PACs were cultured *ex vivo* for 4 days before staining with DAPI (blue), BS-1 lectin-FITC (green), and DiI-acLDL (red). **(C)** Quantitative analysis of PAC number, PAC migration capacity, and PAC adhesion to endothelial cells (ECs) in the different groups of mice. Data are mean ± SEM (*n* = 4–6/group). *P < 0.05 versus CTL.

## Results

### Overview of miR Expression Profile in PACs Isolated From Aging, SMK, and HC Mice After Hindlimb Ischemia

To study how modulation of miRs could affect the function of PACs in pathological conditions, we used NGS to perform a complete profile of miRs in PACs isolated from mice subjected to three models of CRFs: aging (Groleau et al., 2011), SMK (Dhahri et al., 2017), and HC (Desjarlais et al., 2017; Figure 1A). 

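PACs are bone marrow cells that adhere in culture, take up acetylated low-density lipoprotein and bind lectin. The values used here are the RPM that the authors deposited for 4 libraries, CTL, aging, SMK and HC. Each library was made from the pooled RNA of several mice, so there was 1 library per condition and there were no replicates. In the sample labels, aging mice were 16 months old and the other mice 2 months old. SMK mice had been exposed to cigarette smoke from 14 days before surgery. HC mice lacked ApoE, a protein that clears lipoproteins from blood, and were fed a Western-type diet from 5 weeks before surgery. The labels give pools of 6 samples for CTL, 2 for aging, 4 for SMK and 4 for HC, whereas the methods give 4 to 6 per group. Every value in a library was a whole multiple of its smallest value, within a tolerance of 0.001 count, for 100% of values. A single count was worth 0.393 RPM in CTL, 0.637 RPM in aging, 0.599 RPM in SMK and 0.962 RPM in HC. The totals behind these steps were 2541732 counts in CTL, 1568958 in aging, 1670010 in SMK and 1038986 in HC. A fold is the RPM of a CRF library over the RPM of the CTL library. The range in parentheses after a fold is the exact 95% interval of a ratio of 2 Poisson counts (conditional binomial, Clopper-Pearson). It covers counting error only and compares 2 libraries, not 2 conditions, and it leaves out differences between mice, cultures and amplification. No test of a condition was possible without replicates, also not on the recovered counts, and no p-value is given. A miR with at least 100 RPM in CTL or in the CRF library was taken as lower below 0.8-fold and as higher above 1.6-fold.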

PACs were isolated from the bone marrow of the different groups of mice 2 days after hindlimb ischemia surgery and cultured *ex vivo* for 4 days. Total RNA was extracted to perform NGS miR analyses. As shown in Figures 1B,C, the number of PACs and their chemotactic migration and adhesion properties were significantly decreased compared to CTL in aging, SMK, and HC mice. Next, we quantified the number of miRs in PACs exposed to the different CRFs and detected ∼570 miRs in each group, with a similar distribution of their level of expression (abundance): 73 to 76% low expression, 13 to 16% medium expression, and 9 to 10% high expression (Figure 2A). 

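All 568 miRs of the table were above 0 in each of the 4 libraries. Whether miRs absent from a library were left out of the table is not known, so it cannot show how many each library detected. At 1 RPM or more there were 558 miRs in CTL, 554 in aging, 558 in SMK and 549 in HC. At 3 counts or more there were between 528 and 558 miRs per library. Low expression, under 100 RPM, was seen for 436 miRs (76.8%) in CTL, 422 (74.3%) in aging, 424 (74.6%) in SMK and 415 (73.1%) in HC. Medium expression, from 100 to under 1000 RPM, was seen for 77 (13.6%), 88 (15.5%), 85 (15.0%) and 94 miRs (16.5%), respectively. High expression, from 1000 RPM, was seen for 55 (9.68%), 58 (10.2%), 59 (10.4%) and 59 miRs (10.4%). A single miR, miR-21a-5p, which is abundant in activated myeloid cells and is made within the Vmp1 locus on chromosome 11, took 31% of the CTL library, 26.7% of aging, 31.3% of SMK and 27.4% of HC.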

We then focused on the most abundant and modulated miRs by establishing an arbitrary expression cutoff level of 100 reads per million of reads mapped (RPM) and a modulation cutoff level of 0.8-fold versus CTL for downregulated miRs and 1.6-fold versus CTL for upregulated miRs. We identified 40 to 61 modulated miRs in PACs in the different CRF conditions (61 miRs in aging, 40 miRs in SMK, 59 miRs in HC) with a similar number of upregulated and downregulated miRs (Figure 2B).

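In aging, 92 of 154 miRs were past the limits, 41 of them lower and 51 higher than in CTL. In SMK, 51 of 146 miRs were past them, 21 lower and 30 higher. In HC, 84 of 158 miRs were past them, 29 lower and 55 higher. The median log2 fold of the tested miRs was 0.24 in aging, 0.20 in SMK and 0.32 in HC, and the SD across miRs was 0.96, 0.54 and 1.03. Among the higher miRs, 20 in aging, 9 in SMK and 22 in HC were under 100 RPM in CTL. With 100 RPM required in CTL, 132 miRs were tested. Then 72 were past the limits in aging (41 lower, 31 higher), 42 in SMK (21 lower, 21 higher) and 62 in HC (29 lower, 33 higher). The split also moved with the scaling between libraries. Scaling by the median ratio gave 51 lower and 42 higher in aging, 32 and 23 in SMK, and 43 and 46 in HC. It shifted every log2 fold by -0.15, -0.16 and -0.15, respectively. A trimmed mean of log ratios gave 64 and 31, 39 and 17, and 67 and 33, with shifts of -0.39, -0.24 and -0.43. Scaling to the total reads of Supplementary Table 1 gave 77 and 27, 60 and 10, and 87 and 27, with shifts of -0.56, -0.43 and -0.70. These scalings lower every fold, so they could not end a lower call of a miR named here. They ended up to 11 of 33 higher calls of named miRs in aging, 18 of 29 in SMK and 17 of 34 in HC. Unchanged libraries simulated with an assumed dispersion of 0.05 between pools had 44.7 miRs past the limits in aging, 44.5 in SMK and 45.0 in HC on average, and at most 60, 62 and 61. With a dispersion of 0.1 the averages were 67.0, 66.1 and 66.9 and the highest counts 82, 85 and 81. The same dispersion was assumed for every library, although the labels give pools of 2 samples for aging and 6 for CTL.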

**FIGURE 2:**
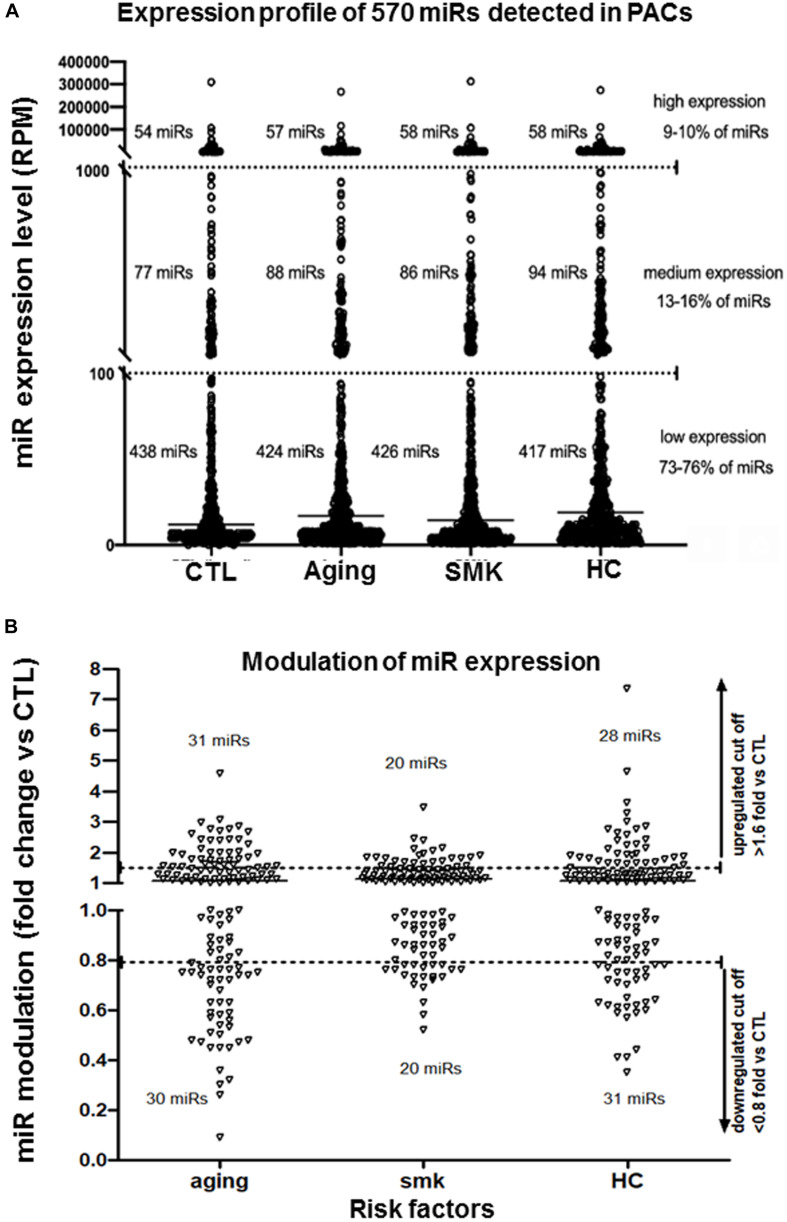
Effect of aging, smoking (SMK), and hypercholesterolemia (HC) on the global expression levels of miRs in PACs. **(A)** Global evaluation of miR expression levels [reads per million of reads mapped (RPM)] in PACs isolated 2 days after hindlimb ischemia in aging, SMK, and HC mice compared to control mice (CTL). **(B)** Specific effect of aging, SMK, and HC on the modulation of miR expression. miRs with an expression level of at least 100 RPM are shown in each condition (pool of four to six mice per condition). Arbitrary cutoff levels of 0.8-fold (for downregulated miRs) and 1.6-fold (for upregulated miRs) are indicated.

### Effect of Aging on the Modulation of miRs in PACs in the Context of Hindlimb Ischemia

We specifically looked at the expression profile of miRs in PACs isolated from the bone marrow of aging (16 months old) versus young (2 months old) mice at day 2 after hindlimb ischemia. Figure 3A confirms that several miRs are modulated by aging in PACs. The modulation is often seen in miRs showing moderate (100–1,000 RPM) or high (1,000–10,000 RPM) expression levels compared to those with very high expression levels (>10,000 RPM). For example, the five miRs exhibiting levels of expression greater than 100,000 RPM (miR-21a-5p, miR-16-5p, let-7f, miR-29a-3p and let-7i-5p) are not modulated by aging (Figures 3A,B). 

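MiRs were placed by their mean RPM in CTL and aging. Of 95 miRs with the lowest means, up to 1000 RPM, 66 (69.5%) were past the limits, 31 lower and 35 higher. They include 14 miRs whose mean was under 100 RPM. Of 43 miRs from 1000 to under 10000 RPM, 23 (53.5%) were past the limits, 8 lower and 15 higher. One example is let-7b-5p, of the let-7 family that restrains proliferation, which went from 6791 to 11738 RPM (1.73-fold, 1.69 to 1.76). Another is miR-199a-3p/miR-199b-3p, typical of mesenchymal cells, which went from 8551 to 3875 RPM (0.453-fold, 0.44 to 0.466). Of 16 miRs at 10000 RPM or more, 3 (18.8%) were past the limits. These were miR-126a-3p and miR-143-3p, which were lower, and miR-30d-5p, which was higher. The higher call of let-7b-5p ended under scaling by the median ratio (1.56-fold).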

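After miR-21a-5p, the most abundant miRs of CTL were miR-16-5p at 107167 RPM, let-7f-5p at 89024 RPM, miR-29a-3p at 55299 RPM and let-7i-5p at 53894 RPM. In aging, all 5 lay between the limits. The fold was 0.862 (0.859 to 0.866) for miR-21a-5p and 1.09 (1.08 to 1.09) for miR-16-5p, which represses cell cycle genes. It was 0.888 (0.882 to 0.894) for let-7f-5p, 0.831 (0.824 to 0.839) for miR-29a-3p, which represses collagen genes, and 1.00 (0.994 to 1.01) for let-7i-5p. Only miR-21a-5p and miR-16-5p were above the CTL level of let-7f-5p in any of the 4 libraries.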

We next focused on miRs that showed the highest level of modulation (upregulation or downregulation) by aging (Figure 3C). 

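Most measured miRs typical of mesenchymal and stromal cells were lower in the aging library. Of 11 measured members of a list of such miRs, 10 were lower and none was higher than in CTL, and their median log2 fold was -1.14. This median lay below those of all 10000 random lists of the same size matched on mean expression. The study names 7 of the 11 from these same libraries, so its choice and the list are not independent. Its printed folds were known when the list was set, and some members are made together. The percentile is therefore a description and not independent support. The largest fall was that of miR-31-5p, made on chromosome 4 (88910557 to 88910662, GRCm38) in an exon of a long noncoding RNA, which went from 225.4 to 21.0 RPM, or from 573 to 33 counts (0.0933-fold, 0.0636 to 0.133). MiR-218-5p, made in introns of the axon guidance genes Slit2 and Slit3, went from 330.5 to 86.7 RPM (0.262-fold, 0.217 to 0.315). MiR-10b-5p, made in an intron of Hoxd4 on chromosome 2, went from 581.5 to 187.4 RPM (0.322-fold, 0.283 to 0.365). The abundance of miR-143-5p was under 100 RPM in both libraries, with 68.5 RPM in CTL and 28.7 RPM in aging (0.419-fold, 0.295 to 0.584). Other listed members under 100 RPM went both ways. MiR-214-3p was 114% and miR-708-5p 56.3% above CTL in aging. MiR-145a-3p, miR-199b-5p, miR-214-5p and miR-34b-5p were below CTL. MiR-145a-5p, made beside miR-143 and known from smooth muscle, was at 0.532-fold (0.466 to 0.606). Both measured endothelial miRs, the 2 arms of miR-126a, were lower as well. Of 7 measured miRs of myeloid cells, none was lower, 1 was higher and the median log2 fold was 0.25. This median was -0.14 with a trimmed mean of log ratios and -0.31 with scaling to total reads. The median of the stromal miRs was below 0 under every scaling tried, but scalings that lower all folds alike could only lower it.

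**Figure D1:**
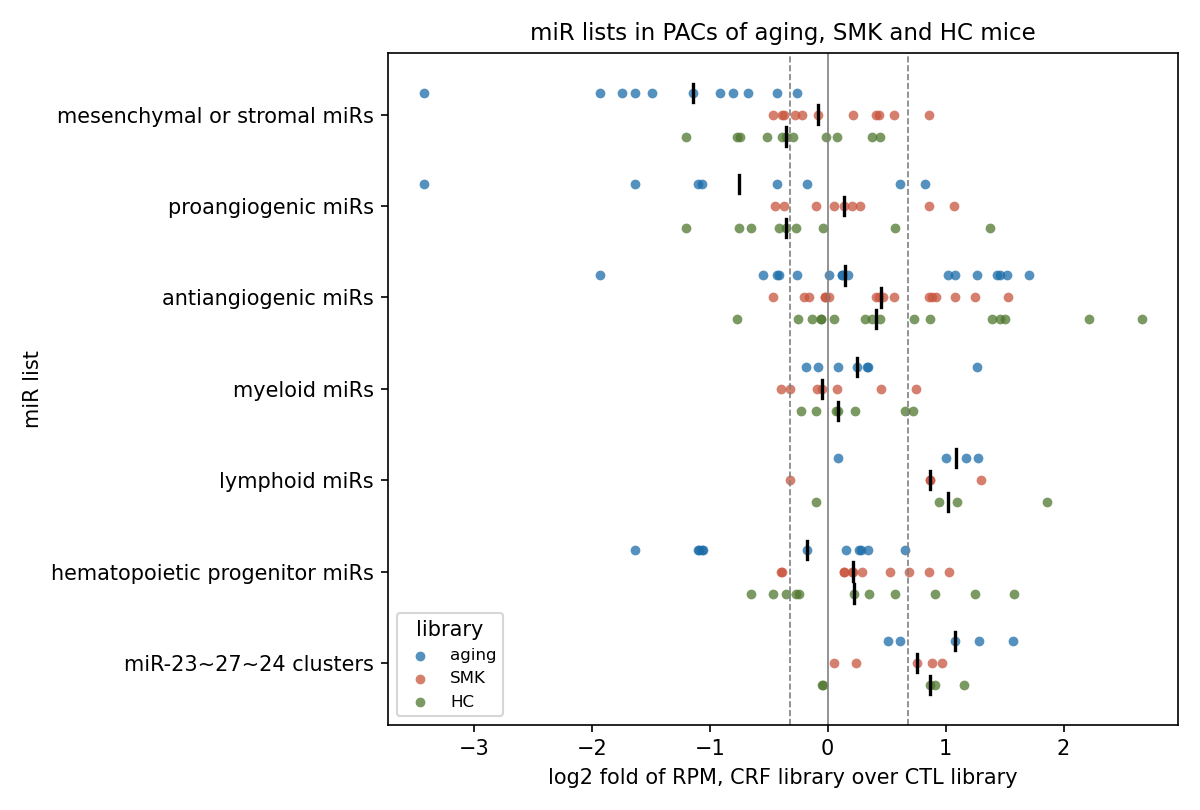
Log2 fold of RPM in the aging, SMK and HC libraries over CTL for each measured miR of 7 lists. Each point is 1 miR, black bars mark the list medians and dashed lines the limits of 0.8-fold and 1.6-fold. The stromal list lies below 0 in aging, with a median of -1.14, and around 0 in SMK.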

Among downregulated miRs, four miRs (miR-31-p, miR-218-5p, miR-143-5p, and miR-10b-5p) showed greater than 70% suppression. On the other hand, three miRs were upregulated by 300% or more (miR-501-3p, miR-1198-5p, and miR-23b-3p). 

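MiR-501-3p, made on the X chromosome (7241243 to 7241351, GRCm38) in an intron of the chloride channel gene Clcn5, went from 141.6 RPM in CTL to 646.3 RPM in aging (4.56-fold, 4.04 to 5.16). MiR-1198-5p, made in an intron of Gripap1 on the X chromosome, went from 131.8 to 404.1 RPM (3.07-fold, 2.68 to 3.51). MiR-23b-3p, made on chromosome 13 (63300484 to 63300557), went from 1263 to 3748 RPM (2.97-fold, 2.84 to 3.1). Larger folds were seen for miRs under 100 RPM in CTL. MiR-7015-5p rose from 18.9 to 148.5 RPM, or from 48 to 233 counts (7.86-fold, 5.74 to 11.0). MiR-328-3p rose from 43.7 to 279.2 RPM (6.39-fold, 5.18 to 7.95) and miR-151-3p, made in an intron of the focal adhesion kinase gene Ptk2, from 40.9 to 209.7 RPM (5.12-fold, 4.10 to 6.45). MiR-423-5p rose from 79.5 to 397.1 RPM (5.00-fold, 4.26 to 5.89).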

To better understand the potential biological effects of miR modulation by aging, we used KEGG analysis to identify predicted pathways involved in 10 highly expressed/highly modulated miRs (red arrows in Figure 3C). As seen in Figure 3D, the bioinformatic algorithm suggests that 14 pathways/processes are affected by these miRs. Interestingly, most of these pathways are involved in carcinogenesis, a condition that is linked to angiogenesis. Other key angiogenic pathways such as PI3K/AKT and transforming growth factor beta (TGFb) signaling are also predicted to be modulated by these miRs (Figure 3D). In order to begin understanding the role that individual miR might have on PAC function in the context of aging, we identified eight modulated miRs with predicted targets involved in angiogenesis or related processes such as inflammation, senescence, apoptosis, and oxidative stress. As seen in Figure 3E, downregulation of miR-34c and miR-126a-3p, two proangiogenic miRs, could negatively regulate VEGF signaling through upregulation of RRAS (Sawada et al., 2015) and SPRED1 (Fish et al., 2008), respectively, resulting in decreased angiogenic properties of PACs. 

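Both miRs were lower in aging. MiR-34c-5p went from 359.2 RPM in CTL to 128.1 RPM (0.357-fold, 0.305 to 0.416). MiR-126a-3p, which is made in Egfl7 on chromosome 2 (26591357 to 26591429, GRCm38) and favors VEGF signaling in endothelial cells, went from 25999.6 to 12424 RPM (0.478-fold, 0.470 to 0.486). The other arm of its hairpin, miR-126a-5p, was at 0.446-fold (0.425 to 0.468). Of 8 measured members of a list of proangiogenic miRs, 5 were lower and 1 was higher, and the median log2 fold was -0.75. Only 0.29% of random lists matched on expression had a lower median. The paper names the lower members from these same libraries, and its printed folds were known when the list was set. The percentile is therefore not independent support. The hypoxia-induced miR-210-3p was at 0.741-fold (0.638 to 0.858), and the higher member was miR-378a-3p (1.77-fold, 1.7 to 1.84). The list shares miR-31-5p and miR-10b-5p with the stromal miRs, which fell in the same library. From reported targets of miR-34c and miR-126a-3p, the paper proposes that their fall could weaken VEGF signaling in PACs of aging mice.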

Downregulation of miR-130a-3p could lead to stem cell dysfunction via increased KLF7 expression (Schuettpelz et al., 2012), whereas downregulation of miR-143-3p could decrease PAC survival by increasing the level of the proapoptotic factor AIFM1 (Bano and Prehn, 2018). On the other hand, upregulation of miR-30d and miR-23b could promote cell senescence and oxidative stress levels in PACs by decreasing the levels of CCNE2 (a promitotic factor) (Caldon et al., 2013) and GSH (an antioxidant enzyme) (Forman et al., 2009), respectively. 

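In aging, miR-130a-3p, which is made on chromosome 2 and favors angiogenesis, went from 102.3 RPM in CTL to 47.8 RPM, or from 260 to 75 counts (0.467-fold, 0.356 to 0.606). MiR-143-3p is known from smooth muscle and other mesenchymal cells and is made on chromosome 18 (61649196 to 61649258, GRCm38). It went from 27068 to 8097 RPM (0.299-fold, 0.294 to 0.305), from rank 8 to rank 19 in abundance. Of 11 measured miRs of hematopoietic progenitors, 5 were lower, none was higher and 6 lay between the limits. Their median was at percentile 8.43 of random lists matched on expression, and at 1.58 after removal of a linear trend on GC content, chosen after the values were seen. MiR-196a-5p (0.479-fold, 0.439 to 0.523) and miR-196b-5p (0.468-fold, 0.422 to 0.519), which lie in the Hox gene clusters, were lower. MiR-10a-5p was at 1.27-fold and miR-125b-5p at 1.11-fold.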

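MiR-30d-5p, made on chromosome 15 (68341208 to 68341289, GRCm38) in an exon of a long noncoding RNA, went from 7292 RPM in CTL to 20032 RPM in aging (2.75-fold, 2.7 to 2.8). MiR-30a-5p of the same family was lower (0.582-fold, 0.559 to 0.607). Of the 5 members of the family, 3 were lower and 1 was higher. MiR-23b is made with miR-27b and miR-24-1 on chromosome 13, and miR-23a with miR-27a and miR-24-2 on chromosome 8. Of 5 measured miRs of these clusters, 3 were higher and none was lower, and their median log2 fold of 1.08 was at percentile 99.1 of random lists matched on expression. Those lists hold single miRs, whereas miRs of a cluster are made together, so the percentile can overstate how far apart the group lies. MiR-23a-3p was at 2.43-fold (2.36 to 2.50) and miR-24-3p at 2.11-fold (2.04 to 2.18). MiR-27a-3p was at 1.42-fold and miR-27b-3p at 1.53-fold. The higher call of miR-24-3p ended with scaling to total reads (1.43-fold). After removal of a linear trend on the GC content of the hairpin arms, chosen after the values were seen, the percentile of these clusters was 87.2.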

The upregulation of miR-361 and miR-501 could decrease the angiogenic paracrine activity of PACs by targeting VEGF (Dal Monte et al., 2013) and MMP-13 (Kudo et al., 2012), respectively.

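MiR-361-5p, made in an intron of Chm on the X chromosome (113074824 to 113074893, GRCm38), went from 264.4 RPM in CTL to 726.6 RPM in aging (2.75-fold, 2.50 to 3.03). The other miR, miR-501-3p, had the largest fold of the miRs with 100 RPM or more in CTL. Antiangiogenic miRs moved both ways. Of 16 measured members of a list of such miRs, 7 were higher and 4 were lower, and the median log2 fold was 0.15, or -0.24 with a trimmed mean of log ratios. MiR-222-3p, which restrains c-Kit and endothelial migration, was at 2.86-fold (2.62 to 3.13). Its cluster partner miR-221-3p was at 2.03-fold (1.97 to 2.09), a call that ended with a trimmed mean of log ratios (1.55-fold). MiR-15b-5p was at 2.7-fold (2.45 to 2.98). MiR-503-5p was at 0.683-fold (0.541 to 0.856) and miR-497a-5p at 0.740-fold.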

**FIGURE 3:**
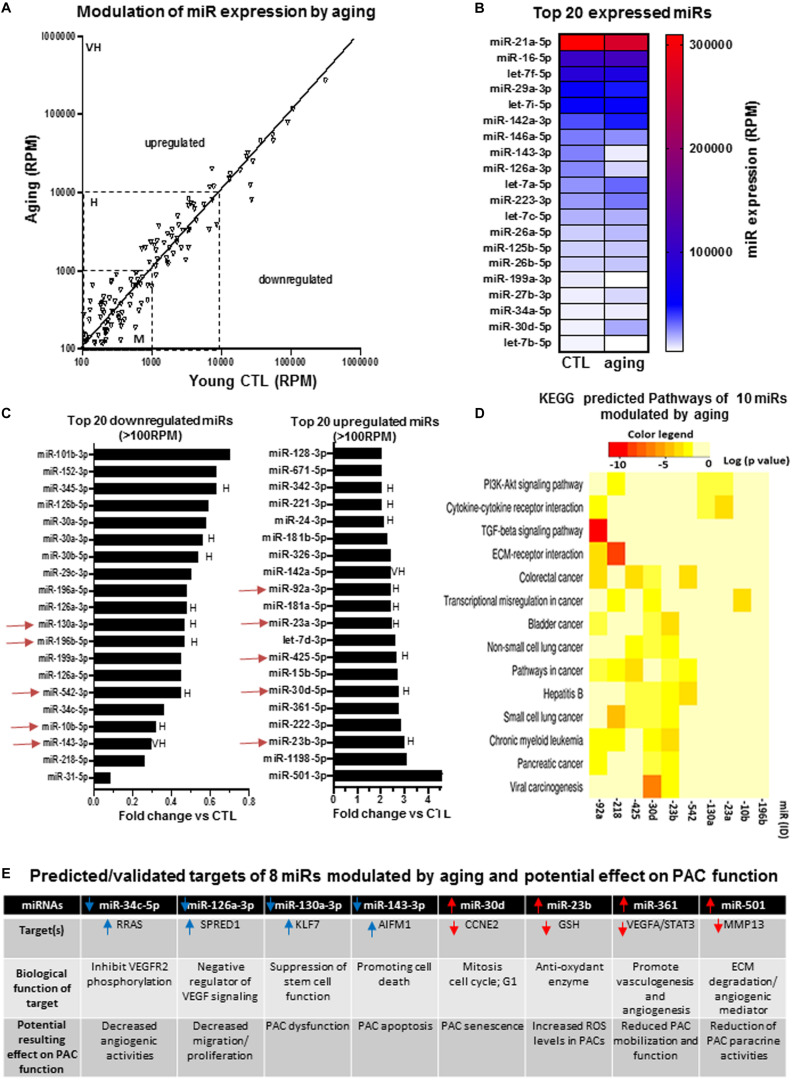
Specific effect of aging on miR expression profile in PACs and bioinformatic analyses of predictive targets/pathways potentially involved in PAC dysfunction. **(A)** Overview of miR expression distribution in PACs isolated from aging versus young (CTL) mice. **(B)** Heat map showing the effect of aging on the expression of the 20 most abundant miRs in PACs. **(C)** Overview of the top 20 downregulated and upregulated miRs in PACs in the context of aging. **(D)** KEGG analysis to identify predicted pathways involved in 10 highly expressed/highly modulated miRs [red arrows in (C)]. **(E)** Predicted/validated targets of eight miRs modulated by aging and potentially associated with PAC dysfunction. M, H, and VH indicate miR with medium (100–1,000 RPM), high (1,000–10,000 RPM), and very high (>10,000 RPM) expression, respectively.

### Effect of Cigarette Smoke Exposure on the Modulation of miRs in PACs in the Context of Hindlimb Ischemia

We compared the expression profile of miRs in PACs isolated from the bone marrow of mice exposed (SMK) or not (CTL) to cigarette smoke at day 2 after hindlimb ischemia. Figure 4A confirms that several miRs are modulated by SMK in PACs. The modulation is more often seen in miRs showing moderate (100–1,000 RPM) or high (1,000–10,000 RPM) expression levels compared to those with very high expression levels (>10,000 RPM). 

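MiRs were placed by their mean RPM in CTL and SMK. Of 88 miRs up to 1000 RPM, 32 (36.4%) were past the limits, 13 lower and 19 higher. Of 43 miRs from 1000 to under 10000 RPM, 16 (37.2%) were past them, 5 lower and 11 higher. Of 15 miRs at 10000 RPM or more, 3 (20.0%) were past them, and all 3 were lower. In the lowest class, miR-132-3p, which is induced by growth factors in endothelial cells, went from 93.6 to 197.0 RPM (2.1-fold, 1.78 to 2.5). In the middle class, miR-191-5p went from 3666 to 6633 RPM (1.81-fold, 1.76 to 1.86), a call that ended with a trimmed mean of log ratios (1.54-fold). The lowest class holds 4 miRs with a mean under 100 RPM.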

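Between CTL and SMK, miR-21a-5p was at 1.01-fold (1.01 to 1.01) and miR-16-5p at 1.01-fold (1.00 to 1.01). Next in abundance was let-7f-5p, which is made on chromosome 13 and on the X chromosome in an intron of Huwe1. It went to 65316 RPM in SMK and was lower (0.734-fold, 0.728 to 0.739). MiR-29a-3p, a repressor of collagen genes made on chromosome 6, went to 40634 RPM and was also lower (0.735-fold, 0.728 to 0.742). Let-7i-5p was at 0.817-fold (0.810 to 0.825) and miR-142a-3p, a miR of blood cells, at 0.940-fold. Of the 15 most abundant miRs, 3 were lower and none was higher, and the folds ranged up to 1.44.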

The miRs exhibiting the highest levels of expression are not modulated by SMK (Figures 4A,B). However, in opposition to aging, few miRs were significantly reduced by SMK in PACs. 

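In SMK, 3 of 11 measured miRs of stromal cells were lower, 1 was higher and 7 lay between the limits. Their median log2 fold of -0.08 was at percentile 6.31 of random lists matched on expression. After removal of a linear trend on GC content, which also centres the folds and was chosen after the values were seen, it was -0.44 at percentile 1.05. The median was 0.21 without miR-21a-5p in the library totals, which brings more miRs above 100 RPM, and -0.51 with scaling to total reads. MiR-10b-5p, at 1.81-fold (1.69 to 1.94), was the higher one, a call that ended with a trimmed mean of log ratios (1.54-fold) and with scaling to total reads (1.34-fold). Among all tested miRs, 21 were lower in SMK, against 41 in aging and 29 in HC. Below 0.6-fold there were 2 miRs in SMK, 21 in aging and 8 in HC. No miR was below 0.5-fold in SMK, against 12 in aging and 4 in HC. These counts compare single libraries, and the differences between them were not tested.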

Only three miRs were downregulated by >30% (miR-29c-3p, miR-542-3p, miR-7a-5p), and no miR was downregulated by more than 60% (Figure 4C). On the other hand, three miRs were increased by >225%: miR-501-3p, miR-342-3p, and miR-92a-3p. 

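MiR-29c-3p, which like miR-29a represses collagen genes, went from 6684 RPM in CTL to 3502 RPM in SMK (0.524-fold, 0.508 to 0.54). It is made on chromosome 1 (195037547 to 195037634, GRCm38) in an exon of a long noncoding RNA. The next lowest, miR-542-3p, is made on the X chromosome (53049403 to 53049487). It went from 102.3 to 59.3 RPM, or from 260 to 99 counts (0.58-fold, 0.455 to 0.733). MiR-101b-3p, made in an intron of Rcl1 on chromosome 19 and known to repress the chromatin regulator Ezh2, went from 1720 to 1087 RPM (0.632-fold, 0.598 to 0.668). MiR-7a-5p, made in an intron of Hnrnpk on chromosome 13 and at another locus on chromosome 7, went from 2661 to 1826 RPM (0.686-fold, 0.657 to 0.716). These 4 were the miRs below 0.7-fold, and the intervals of miR-542-3p and miR-7a-5p reached above that level.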

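MiR-501-3p went to 492.2 RPM in SMK (3.48-fold, 3.07 to 3.94). MiR-342-3p, made in an intron of Evl on chromosome 12 and abundant in lymphoid cells, went from 1187 to 2918 RPM (2.46-fold, 2.35 to 2.57). MiR-92a-3p went to 1931 RPM (2.38-fold, 2.25 to 2.52). Larger or similar folds were seen for miRs under 100 RPM in CTL. MiR-151-3p rose to 175.4 RPM (4.29-fold, 3.42 to 5.42), miR-328-3p to 155.1 RPM (3.55-fold, 2.83 to 4.48) and miR-423-5p to 250.3 RPM (3.15-fold, 2.66 to 3.74). MiR-320-3p, a miR that restrains angiogenic growth, rose to 189.2 RPM (2.88-fold, 2.38 to 3.5). Of 4 measured miRs of lymphoid cells, 3 were higher and 1 was lower, with a median log2 fold of 0.87 at percentile 97.8 of random lists. Among the higher ones, miR-181a-5p and miR-181b-5p are made in the same clusters. Of the listed members under 100 RPM, miR-150-5p was 19.1% above and miR-342-5p 35.2% below CTL. The percentile of the list was 96.2 without miR-21a-5p in the library totals.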

KEGG analysis was performed in 10 highly expressed/highly modulated miRs (red arrows in Figure 4C). As seen in Figure 4D, the bioinformatic algorithm suggests that 34 pathways/processes are affected by these miRs. Interestingly, key angiogenic signaling pathways such as VEGF, hypoxia-inducible factor 1 (HIF1), and TFGb are predicted to be regulated by these miRs. 

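MiR-146a-5p, which restrains inflammatory signaling, went from 28097 RPM in CTL to 21375 RPM in SMK and was lower (0.761-fold, 0.751 to 0.770). It is made on chromosome 11 (43374397 to 43374461, GRCm38). Its paralog miR-146b-5p was at 0.968-fold (0.913 to 1.02). In the miR-29 family, miR-29c-3p and miR-29a-3p were lower, whereas miR-29b-3p was at 1.15-fold (1.11 to 1.19). The median log2 fold of these 3 miRs was -0.44, at percentile 1.61 of random lists matched on expression. Of 8 measured miRs linked to senescence, 3 were lower and none was higher.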

Individually, two miRs (miR-29c-3p and miR-146a-5p) that are downregulated by SMK have proinflammatory targets such IL-23 (Botta et al., 2018) and TRAF6/IRAK1 (Saba et al., 2014), which could increase inflammation and induce PAC dysfunction (Figure 4E). In addition, reduced expression of miR-196a-5p and let-7f-5p could, respectively, increase the levels of HOXA-5 (Liu et al., 2012; Cuevas et al., 2015) and ALK5 (Dhahri et al., 2017), two antiangiogenic factors that could negatively affect PAC function. On the other hand, four upregulated miRs could impair PAC survival and PAC mobilization. For example, miR-92a-3p targets KLF4 (which is required for stem cells maintenance) (Yu et al., 2011; Fang and Davies, 2012), miR-222 targets PTEN (a cytoprotective factor for stem cell differentiation) (Garofalo et al., 2009; Lyu et al., 2015), miR-125a-3p targets VEGF (Yang et al., 2018), and miR-23b targets the chemotactic factor CCL7 (Zhang et al., 2018; Figure 4E).

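MiR-196a-5p, made within the Hox clusters on chromosomes 11 and 15, went from 868.3 RPM in CTL to 662.9 RPM in SMK (0.763-fold, 0.710 to 0.821). Its relative miR-196b-5p, at the Hoxa9 locus on chromosome 6, was also lower (0.761-fold, 0.7 to 0.828). Let-7f-5p was the 1 lower member of the let-7 family, and the other 8 measured members lay between the limits. The median log2 fold of the family was -0.01, or -0.45 with scaling to total reads. Let-7a-5p was at 1.08-fold (1.07 to 1.10) and let-7b-5p at 1.39-fold (1.36 to 1.42). Mature let-7 miRs are nearly identical in sequence, so reads can be shared between members. The paper proposes that lower miR-196a-5p and let-7f-5p could raise antiangiogenic factors, which could harm the function of PACs of smoke-exposed mice.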

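MiR-222-3p, made beside miR-221 on the X chromosome (19146893 to 19146971, GRCm38), went from 310.8 RPM in CTL to 586.8 RPM in SMK (1.89-fold, 1.72 to 2.08). MiR-23b-3p went to 2479 RPM (1.96-fold, 1.87 to 2.06). The 3' arm of the miR-125a hairpin, miR-125a-3p, had few reads, with 7.87 RPM in CTL and 13.8 RPM in SMK, or 20 and 23 counts. Its fold of 1.75 had an interval from 0.919 to 3.36. The 5' arm, miR-125a-5p, which is abundant in hematopoietic stem cells, went from 1149 to 2343 RPM (2.04-fold, 1.94 to 2.14). With scaling to total reads, the higher calls of miR-222-3p (1.40-fold), miR-23b-3p (1.45-fold) and miR-125a-5p (1.51-fold) ended.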

**FIGURE 4:**
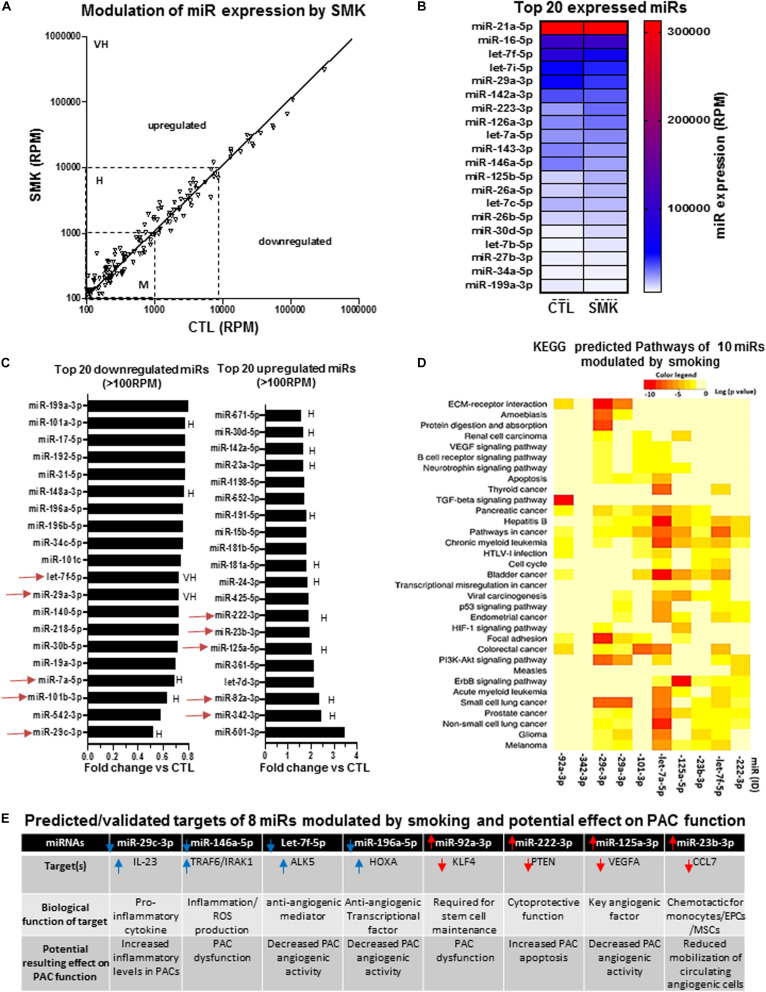
Specific effect of smoking (SMK) on miR expression profile in PACs and bioinformatic analyses of predictive targets/pathways potentially involved in PAC dysfunction. **(A)** Overview of miR expression distribution in PACs isolated from SMK versus control (CTL) mice. **(B)** Heat map showing the effect of smoking on the expression of the 20 most abundant miRs in PACs. **(C)** Overview of the top 20 downregulated and upregulated miRs in PACs in the context of smoking. **(D)** KEGG analysis to identify predicted pathways involved in 10 highly expressed/highly modulated miRs [red arrows in **(C)**]. **(E)** Predicted/validated targets of eight miRs modulated by smoking and potentially associated with PAC dysfunction. M, H, and VH indicate miR with medium (100–1,000 RPM), high (1,000–10,000 RPM), and very high (>10,000 RPM) expression, respectively.

### Effect of Hypercholesterolemia on the Modulation of miRs in PACs in the Context of Hindlimb Ischemia

We next compared the expression profile of miRs in PACs isolated from the bone marrow of hypercholesterolemic (HC) or normocholesterolemic (CTL) mice at day 2 after hindlimb ischemia. Figure 5A confirms that several miRs are modulated by HC in PACs. Interestingly, contrary to aging and SMK, we identified miRs with very high expression levels that were modulated by HC. 

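MiRs were placed by their mean RPM in CTL and HC. Of 16 miRs at 10000 RPM or more, 7 (43.8%) were past the limits, 4 lower and 3 higher. Among them miR-30d-5p was higher (2.27-fold, 2.22 to 2.32), a call that ended with scaling to total reads (1.40-fold). Of 41 miRs from 1000 to under 10000 RPM, 21 (51.2%) were past the limits, 8 lower and 13 higher. One of the lower ones was miR-30e-5p (0.772-fold, 0.743 to 0.802). Of 101 miRs up to 1000 RPM, 56 (55.4%) were past the limits, 17 lower and 39 higher, and 15 of these 101 had a mean under 100 RPM. In this class miR-210-3p, which hypoxia induces, was lower (0.595-fold, 0.492 to 0.716).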

Among the top 15 miRs in abundance, two miRs (miR-223-3p and miR-125b-5p) were strongly upregulated, whereas three miRs (miR-142a-3p, miR-126a-3p, and miR-143-3p) were strongly downregulated in PACs exposed to HC conditions (Figures 5A,B). 

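MiR-223-3p, the main miR of granulocytes and monocytes, went to 37472 RPM in HC (1.65-fold, 1.63 to 1.67). It is made on the X chromosome (96242817 to 96242926, GRCm38). MiR-125b-5p, which is found in hematopoietic stem cells and macrophages, went from 13151 to 31259 RPM (2.38-fold, 2.34 to 2.41). MiR-126a-3p went to 16558 RPM (0.637-fold, 0.626 to 0.648) and miR-143-3p to 16172 RPM (0.597-fold, 0.587 to 0.608). MiR-142a-3p lay between the limits (0.857-fold, 0.846 to 0.868). Let-7f-5p (0.752-fold, 0.746 to 0.759) and miR-29a-3p (0.776-fold, 0.768 to 0.784) were lower. The lower call of let-7f-5p ended after removal of a linear trend on GC content, chosen after the values were seen (0.939-fold). The higher call of miR-223-3p ended under each other scaling, at 1.57-fold without miR-21a-5p and 1.49-fold by the median ratio. That of miR-125b-5p ended with scaling to total reads (1.47-fold).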

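Among miRs with at least 100 RPM in CTL or HC, miR-542-3p was lowest. It went to 35.6 RPM and 37 counts in HC (0.348-fold, 0.24 to 0.493). MiR-30b-5p, made on chromosome 15 (68337415 to 68337510, GRCm38) beside miR-30d, went from 710.1 to 289.7 RPM (0.408-fold, 0.360 to 0.461). MiR-29c-3p went to 2761 RPM (0.413-fold, 0.397 to 0.430). Of the miR-30 family, 4 of 5 members were lower and miR-30d-5p alone was higher, with a median log2 fold of -0.37 at percentile 2.42 of random lists. That percentile was 3.21 without miR-21a-5p in the library totals.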

Among the top 20 miRs modulated by HC (Figure 5C), three miRs were downregulated by greater than 60% including miR-542-3p, miR-30b-5p, and the highly expressed miR-29c-3p. 

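In HC, miR-501-3p went to 1040.4 RPM (7.35-fold, 6.51 to 8.30). MiR-92a-3p, which restrains vessel growth, went to 3760.4 RPM (4.64-fold, 4.39 to 4.89). MiR-342-3p went to 4301 RPM (3.62-fold, 3.46 to 3.80) and let-7d-3p, made on chromosome 13 (48536012 to 48536114, GRCm38), from 104.7 to 343.6 RPM (3.28-fold, 2.79 to 3.86). Larger folds were seen for miRs under 100 RPM in CTL. MiR-744-5p, made in an intron of Map2k4, rose from 26 to 203 counts (19.1-fold, 12.7 to 29.9). MiR-2137, in an intron of Zfp185, rose from 26 to 186 counts (17.5-fold, 11.6 to 27.5). The counts of miR-328-3p rose from 111 to 633 (14.0-fold, 11.4 to 17.2) and miR-484 from 39 to 134 counts (8.41-fold, 5.85 to 12.3).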

Four miRs were upregulated by greater than 300% including the highly expressed miR-92a-3p and miR-342-3p and the moderately expressed let-7d-3p and miR-501-3p (>700% upregulation). KEGG analysis was performed in 10 highly expressed/highly modulated miRs (red arrows in Figure 5C). As seen in Figure 5D, the bioinformatic algorithm suggests that 39 pathways/processes are affected by these miRs including VEGF, HIF1, and TFGb pathways. Individually, three miRs that are downregulated by HC and five miRs that are upregulated could contribute to PAC dysfunction (Figure 5E). For example, reduced expression of miR-542-3p could inhibit VEGF signaling by increasing IGFBP1 (a negative regulator of VRGFR2 activation) (Zhang et al., 2012; Tochigi et al., 2017). 

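MiR-542-3p is made on the X chromosome in a cluster with miR-322, miR-503, miR-351 and miR-450 (53047997 to 53054349, GRCm38). In HC, the 4 measured miRs of this cluster did not move together. MiR-542-3p was lower, miR-351-5p went from 96.4 to 309.9 RPM and was higher (3.22-fold, 2.71 to 3.81), and the others lay between the limits. These were miR-322-5p (1.25-fold, 1.15 to 1.35) and miR-503-5p (0.909-fold, 0.713 to 1.15). The paper proposes that lower miR-542-3p could restrain VEGF signaling in PACs of hypercholesterolemic mice.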

Reduced expression of miR-17-5p can increase the levels of BAMBI (Duan et al., 2019), a negative regulator of AKT signaling that is involved in PAC migration and proliferation (Zheng et al., 2007). Likewise, reduced expression of miR-31-5p could increase Satb2 levels and promote apoptotic death (Lian et al., 2018). On the other hand, upregulation of miR-15b-5p, miR-342-3p and miR-425-5p could impair PAC angiogenic properties by inhibiting the proangiogenic factors FGF-2, FOXM1, and IGF-1, respectively (Li et al., 2014; Liu et al., 2015; Schelch et al., 2018).

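In HC, miR-17-5p, which promotes proliferation, went from 153.4 to 93.4 RPM, or from 390 to 97 counts (0.608-fold, 0.482 to 0.762). It is made in the miR-17~92a cluster on chromosome 14 (115043671 to 115044506, GRCm38), in the noncoding gene Mir17hg. Of 6 measured miRs of this cluster, 3 were lower and 1 was higher, and the median log2 fold was -0.33. MiR-19a-3p was at 0.75-fold (0.613 to 0.912) and miR-19b-3p at 0.713-fold (0.660 to 0.770). The lower call of miR-19a-3p ended after removal of a linear trend on GC content, chosen after the values were seen (0.936-fold). MiR-20a-5p was at 0.842-fold (0.774 to 0.915), and the higher one was miR-92a-3p.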

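In HC, miR-31-5p went to 98.2 RPM and 102 counts (0.435-fold, 0.349 to 0.538). MiRs of stromal cells, among which it is listed, were lower in part. Of 11 measured, 6 were lower and none was higher, and the median log2 fold of -0.35 was at percentile 0.31 of random lists matched on expression. As in aging, the paper's printed folds were known when the list was set. MiR-199a-3p/miR-199b-3p was at 0.7-fold (0.681 to 0.72), whereas miR-145a-5p was at 1.05-fold (0.935 to 1.19). Of 9 measured proangiogenic miRs, 5 were lower and 1 was higher. The higher one was miR-132-3p (2.6-fold, 2.17 to 3.12).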

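MiR-15b-5p, which lies with miR-16-2 in an intron of Smc4 on chromosome 3 (69009772 to 69009835, GRCm38), went from 261.6 RPM in CTL to 686.2 RPM in HC (2.62-fold, 2.36 to 2.92). Its partner miR-16-5p was at 1.03-fold (1.03 to 1.04). MiR-425-5p went from 718.4 to 1976 RPM (2.75-fold, 2.58 to 2.93). MiR-191-5p, made next to it on chromosome 9, was at 2.57-fold (2.50 to 2.65), a call that ended with scaling to total reads (1.59-fold). That of miR-425-5p ended after removal of the trend on GC content, chosen after the values were seen (1.58-fold). MiR-342-3p, the other miR named with them, was above 1.6-fold in all 3 CRF libraries, but its call in aging ended with a trimmed mean of log ratios (1.53-fold) and with scaling to total reads (1.36-fold). Among 16 measured antiangiogenic miRs in HC, 7 were higher and 1 was lower. MiR-320-3p was at 6.33-fold (5.28 to 7.61) and miR-221-3p at 1.66-fold (1.6 to 1.71). The call of miR-221-3p ended under each other scaling tried.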

**FIGURE 5:**
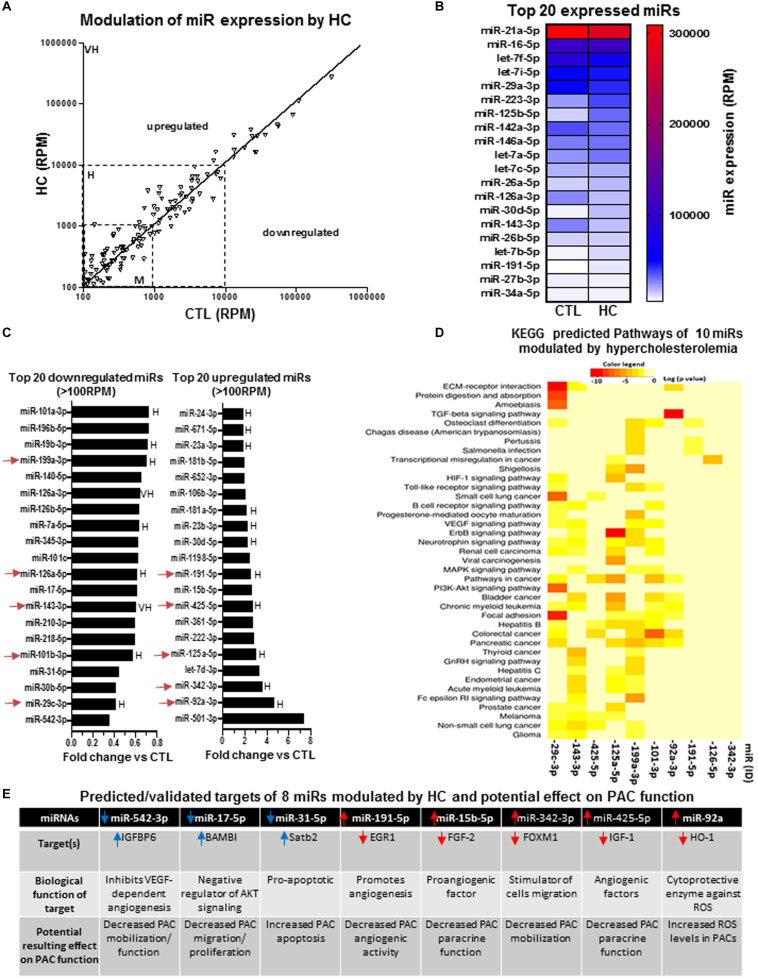
Specific effect of hypercholesterolemia on miR expression profile in PACs and bioinformatic analyses of predictive targets/pathways potentially involved in PAC dysfunction. **(A)** Overview of miR expression distribution in PACs isolated from hypercholesterolemic (HC) versus control (CTL) mice. **(B)** Heat map showing the effect of hypercholesterolemia on the expression of the 20 most abundant miRs in PACs. **(C)** Overview of the top 20 downregulated and upregulated miRs in PACs in the context of hypercholesterolemia. **(D)** KEGG analysis to identify predicted pathways involved in 10 highly expressed/highly modulated miRs [red arrows in **(C)**]. **(E)** Predicted/validated targets of eight miRs modulated by hypercholesterolemia and potentially associated with PAC dysfunction. M, H, and VH indicate miR with medium (100–1,000 RPM), high (1,000–10,000 RPM), and very high (>10,000 RPM) expression, respectively.

### Integrated Model of the Effect of CRFs on miR Modulation in PACs Related to Their Angiogenic Function

To evaluate the cumulative effect that different CRFs might have on miR modulation and PAC function, we identified miRs that were modulated similarly (upregulation or downregulation) in two or more CRF conditions. 

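Below 0.6-fold in at least 2 of the 3 CRF libraries were 6 miRs: miR-29c-3p, miR-542-3p, miR-30b-5p, miR-31-5p, miR-143-3p and miR-218-5p. MiR-29c-3p and miR-542-3p were below it in all 3. In aging, miR-29c-3p was at 0.503-fold (0.487 to 0.519), miR-542-3p at 0.449-fold (0.341 to 0.584) and miR-30b-5p at 0.536-fold (0.488 to 0.588). In HC, miR-218-5p was at 0.585-fold (0.499 to 0.684). In SMK, the other miRs were nearer to CTL. MiR-30b-5p was at 0.724-fold (0.667 to 0.786), miR-218-5p at 0.727-fold (0.643 to 0.819), miR-31-5p at 0.776-fold (0.671 to 0.895) and miR-143-3p at 0.858-fold (0.848 to 0.869). MiR-126a-5p was at 1.19-fold (1.15 to 1.23) in SMK and 0.606-fold (0.577 to 0.637) in HC. All 6 were also among the 9, 11, 26 and 43 miRs counted without miR-21a-5p, by the median ratio, by the trimmed mean of log ratios and with scaling to total reads. The median ratio, the trimmed mean and total reads lower all folds, so they could only keep the 6. With 100 RPM required in both libraries there were 3. Unchanged libraries simulated against the shared CTL gave 0 such miRs with counting error only, 4.15 on average and at most 10 with an assumed dispersion of 0.05 between pools, and 13.4 and at most 24 with 0.1. The count of 6 is thus above counting error but within what either dispersion gives without a change, and these data cannot give the dispersion.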

As shown in Figure 6A, seven miRs were downregulated in two or more CRF conditions, including two miRs (miR-29c-3p and miR-542-3p) that were downregulated in all three CRF conditions. We used cluster dendrogram predictive analysis (Figure 6B) to better appreciate the resulting physiological and/or pathological effects of the seven miRs that were downregulated in two or more CRF conditions. We found 23 different pathways that could be affected, including several linked to angiogenesis such as extracellular matrix (ECM)–receptor interaction, focal adhesion, PI3K/AKT, and mTOR signaling (Ramjaun and Hodivala-Dilke, 2009; Karar and Maity, 2011; Mongiat et al., 2016). On the other hand, as shown in Figure 6C, 13 miRs were upregulated in two or more CRF conditions, including two miRs (miR501-3p and miR-92a-3p) that were robustly upregulated in all three CRF conditions. 

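Above 2-fold in at least 2 of the 3 CRF libraries were 27 miRs, and 12 were above it in all 3. Those above it in all 3 numbered 5 with 100 RPM required in CTL, 7 by the median ratio, 6 by a trimmed mean of log ratios, 5 with scaling to total reads and 6 with the whole interval above 2-fold. The paper names 13 of the 27, among them let-7d-3p, miR-342-3p and miR-361-5p, and 14 are not named by it. With 100 RPM required in CTL, the 27 became 13. Scaling to total reads left 7 of the 27. Removal of a linear trend on the GC content of the hairpin arms, which also centres the folds and was chosen after the values were seen, left 11, with 3 in all 3 libraries. MiR-423-3p, made in an intron of Nsrp1 on chromosome 11, was at 2.88-fold (2.4 to 3.46) in aging, 2.17-fold (1.8 to 2.63) in SMK and 3.83-fold (3.18 to 4.62) in HC. MiR-351-5p was at 2.14-fold (1.8 to 2.53) in aging and 2.42-fold (2.05 to 2.85) in SMK. The 3 comparisons share 1 CTL library, which alone makes folds alike. Unchanged libraries simulated against it gave 0 such miRs with counting error only. With an assumed dispersion of 0.05 between pools, a value these data cannot give, they gave 1.17 on average and at most 5, and with 0.1 they gave 6.5 and at most 15. Above 2-fold in both libraries of a pair were 25 miRs for aging and HC, 14 for SMK and HC and 12 for aging and SMK. Unchanged libraries gave 0 in each pair with counting error only. In the same order of pairs, they gave 0.595, 0.495 and 0.485 on average with 0.05, at most 4 in any pair, and 3.32, 3.23 and 3.2 with 0.1, at most 11. Independent lists of the same lengths, which leave out the shared CTL, would share 6.15, 2.4 and 2.42. Log2 folds of the miRs with a mean of at least 100 RPM correlated across miRs at r = 0.78 between aging and SMK, 0.85 between aging and HC and 0.92 between SMK and HC. Unchanged libraries gave 0.50, 0.49 and 0.49 with a dispersion of 0.05. The covariances were 0.41, 0.70 and 0.46, against 0.11 on average in each simulated pair with 0.05 and 0.23 with 0.1. The single CTL library cannot be split, so part of the excess may come from the shared controls. CTL also differed from the CRF libraries in its reads. MiRNA reads were 56.4% of total reads in CTL, 38.3% in aging, 41.7% in SMK and 34.8% in HC. Reads with a defective identifier were 0.813%, 2.98%, 1.75% and 4.83%, respectively. The share of miRNA reads bears on the count of shared rises, since scaling to total reads takes it into account and left 7 of the 27. Why the share differed, and whether the defective identifiers bear on the rises, was not tested. From these shared changes, the paper proposes that a group of miRs is altered alike in PACs exposed to different CRF conditions.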

Here, cluster dendrogram analysis to evaluate the global effects of the 13 miRs that were upregulated in two or more CRF conditions (Figure 6D) predicted that 19 different pathways could be affected, including several linked to angiogenesis and/or cell cycle such as TGFb, PI3K/AKT, p53, and MAPK signaling (Wu, 2004; Karar and Maity, 2011; van Meeteren et al., 2011). To gain further insight into the interrelated effects of miR modulation by CRFs in PACs, we perform a connectome analysis based on VEGF signaling, a crucial physiological pathway involved in both angiogenesis and postnatal neovascularization (Figure 7). 

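Several of these miRs were above 1.6-fold in every CRF library. MiR-181a-5p, which is abundant in lymphoid precursors and made on chromosomes 1 and 2, was at 2.42-fold (2.3 to 2.55) in aging, 1.82-fold (1.73 to 1.92) in SMK and 2.14-fold (2.02 to 2.26) in HC. MiR-181b-5p from the same clusters was at 2.25-fold (2.01 to 2.53), 1.82-fold (1.62 to 2.05) and 1.92-fold (1.68 to 2.19). MiR-361-5p was at 2.11-fold (1.91 to 2.33) in SMK and 2.75-fold (2.47 to 3.05) in HC. MiR-15b-5p was at 1.81-fold (1.63 to 2.01) in SMK. MiR-143-3p was not higher in any CRF library. With a trimmed mean of log ratios, the higher calls of miR-15b-5p in SMK and of both miR-181 members in SMK and HC ended, at 1.59-fold for miR-181a-5p in HC. Scaling to total reads ended these calls too, and also those of miR-361-5p in SMK (1.56-fold) and miR-181b-5p in aging (1.53-fold).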

Interestingly, several miRs modulated by CRFs in PACs can directly target VEGFA (miR-15, miR-361, and miR-181) or the downstream oncogene KRAS (miR-143, miR-181), which is involved in RAS/MAPK signaling pathway. In addition, other miRs can indirectly modulate downstream factors involved in VEGF signaling or mobilization/function of PACs (Figure 7).

**FIGURE 6:**
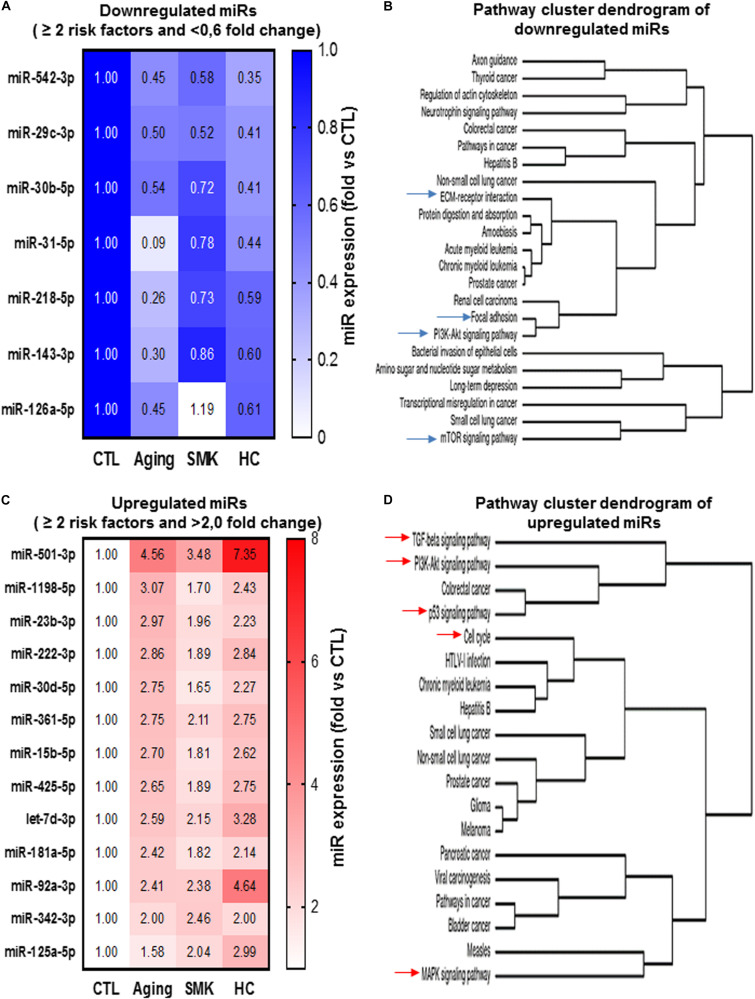
Convergent modulation effect of different CRFs on the expression of miRs in PACs. Heat maps **(A,C)** and pathway cluster dendogram analyses **(B,D)** of miRs that are downregulated (<0.6-fold versus CTL) or upregulated (>2.0-fold versus CTL) by two risk factors or more in PACs.

**FIGURE 7:**
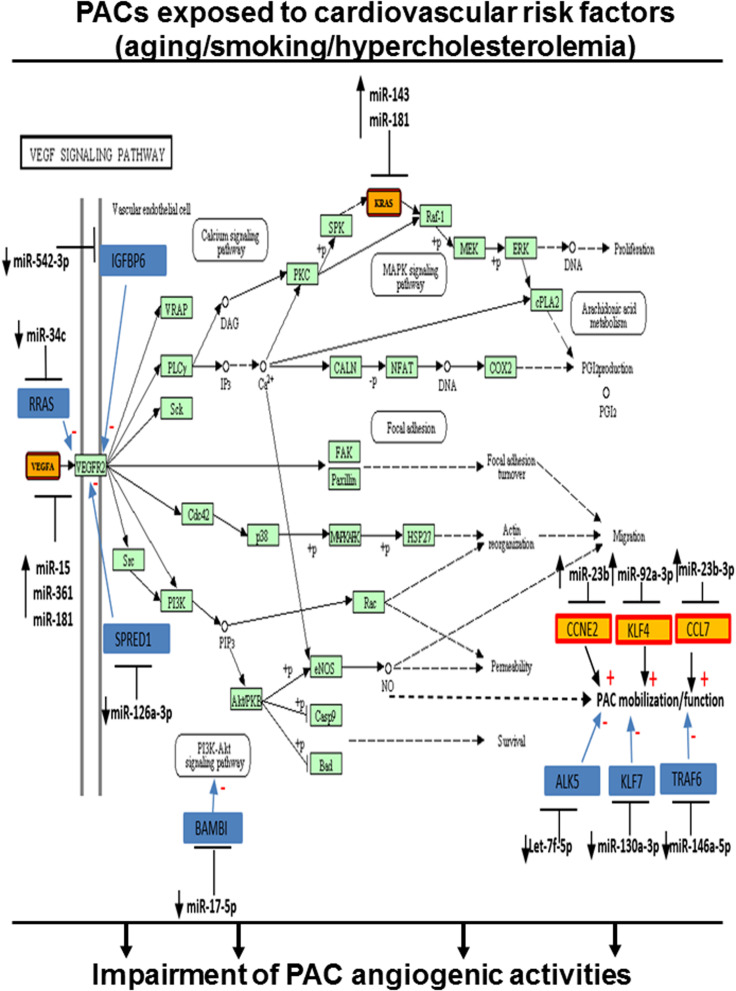
Integrated model of the effect of CRFs on miR modulation in PACs related to their angiogenic function. Connectome of predicted (yellow) and validated (blue) targets of miRs modulated by CRFs in PACs and involved in VEGF signaling and/or PAC function, based on bioinformatic algorithms (miRSystem database).

## Discussion

To our knowledge, this is the first comprehensive analysis of miR expression in bone marrow–derived PACs following hindlimb ischemia. It is also the first study describing the effect of CRFs on PAC miR expression profile in the context of PAD and ischemia-induced neovascularization. Although miRs are increasingly recognized as critical regulators of numerous biological and cellular processes such as growth, apoptosis, inflammation, metabolic activity, and angiogenesis (Wu, 2004; O’Connell et al., 2010; Karar and Maity, 2011; van Meeteren et al., 2011; Caporali and Emanueli, 2012; Paul et al., 2018), their specific role for the response to tissue ischemia in the context of vascular diseases is largely unknown. Moreover, how CRFs can modulate miR expression and global function in the context of angiogenesis and ischemia-induced neovascularization remains to be determined. Defining miR expression profile and modulation could be especially important in the case of bone marrow–derived PACs, whose potent angiogenic activities could be harnessed to develop novel therapies aimed at improving neovascularization and reducing tissue damage in patients with PAD. miRs could have a dual role for the modulation of PAC angiogenic properties. On the one hand, miRs have been shown to be involved in the differentiation and the functional activities of stem/progenitor cells during cardiovascular healing responses (Jakob and Landmesser, 2012). On the other hand, the angiogenic properties of PACs have been linked to their paracrine activity. In response to stress conditions such as hypoxia, PACs can release extracellular vesicles that transfer proangiogenic miRs to endothelial cells (Cantaluppi et al., 2012; Ranghino et al., 2012). Therefore, it is possible that CRFs deregulate PAC miR content and extracellular vesicle miR cargo, so that impaired angiogenic signals are transmitted in ischemic tissues. Accordingly, it becomes very important to determine miR expression profile in PACs during healing processes and investigate the modulating effects of different pathological conditions, including CRFs.

We used a well-described model of hindlimb ischemia (Limbourg et al., 2009) to investigate the effects of CRFs on the number, function, and miR expression profile of PACs. Our results demonstrate that the number and the functional activities (migration, adhesion) of PACs are impaired in CRF conditions such as aging, SMK, and HC (Figures 1B,C). We used NGS to perform a global and unbiased evaluation of PAC miR expression profile in the context of CRFs (Pritchard et al., 2012; Goodwin et al., 2016). Among 570 miRs that were found to be expressed in PACs, we focused our attention on miRs with an expression level of at least 100 RPM that showed more than 20% downregulation or 60% upregulation in a given CRF condition. We found that 40 to 61 miRs are significantly modulated by CRFs. This level of modulation is comparable to that of previous reports on the modulation pattern of miRs by CRFs in different biological fluids or tissues (Huan et al., 2018; Izzotti et al., 2018; Xu et al., 2019). For example, a recent study in human blood showed that 127 miRs (of 1,000 miRs) are differentially expressed during aging (Huan et al., 2018). Another study based on microarray analysis (a technology that does not detect all miRs) showed that 22 miRs are significantly modulated in the serum of hyperlipidemic patients (Xu et al., 2019). Also, in a mouse model, exposure to cigarette smoke was associated with a variable number of modulated miRs depending on the organ studied (Izzotti et al., 2018). Overall, these studies suggest that the number of miRs that are modulated by CRFs can vary depending on the tissue/organ studied and the detection method used. Here, although we found that the overall level of miR modulation was similar in different CRF conditions, particular effects of specific CRFs were also observed. For example, miR modulation by aging and SMK was most frequently observed in miRs with medium or high expression levels, whereas HC was also associated with the modulation of miRs that were expressed at very high levels. 

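Above 3-fold there were 19 miRs in HC, 4 in SMK and 12 in aging among those with at least 100 RPM in CTL or the CRF library. Most of them were under 100 RPM in CTL. With 100 RPM required in CTL, 4 miRs were above 3-fold in HC, namely miR-501-3p, miR-92a-3p, miR-342-3p and let-7d-3p. There was then 1 in SMK, miR-501-3p, and there were 2 in aging, miR-501-3p and miR-1198-5p. Above 2-fold the counts were 35 in HC, 14 in SMK and 34 in aging, and with 100 RPM required in CTL they were 16, 6 and 19.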

HC also led to more important upregulation of miRs, five miRs showing more than threefold increase compared to one and two miRs for SMK and aging, respectively. We also found that the modulation of miRs by SMK was less robust compared to that of aging and HC and that SMK was mostly associated with miR upregulation versus downregulation. Admittedly, the differences that we observed here need to be interpreted with caution, as miR modulation could depend on the intensity and/or the duration of CRF conditions. Moreover, whether the modulation of a miR that is highly expressed has more functional consequence compared to that of a miR with lower expression is currently unknown.

Our miR profiling approach in PACs identified several miRs that have previously been associated with CRFs and/or involved in related pathological conditions. For example, we found that miR-31was the most downregulated miR during aging. Interestingly, miR-31 has recently been proposed to be a valuable plasma-based biomarker for aging (Weilner et al., 2016), and it is also associated with cardiovascular diseases and hypertension (Sekar et al., 2017). Moreover, miR-31 was shown to protect against reactive oxygen species (ROS) (Stepicheva and Song, 2016). A loss of the adaptive response to oxidative stress is one of the major characteristics of aging (Finkel and Holbrook, 2000), and systemic increases of ROS levels are associated with impaired PAC function (Haddad et al., 2009; Groleau et al., 2010). In that matter, we found that miR-23b, which targets the antioxidant enzyme superoxide dismutase (Long et al., 2017), was increased by 300% in PACs during aging. Therefore, age-dependent increase of miR-23b levels could lead to defective antioxidant activity, higher ROS levels, and impaired angiogenic activities of PACs. In fact, in each CRF condition, we identified downregulated proangiogenic miRs and upregulated antiangiogenic miRs that could contribute to explain PAC dysfunction in the context of aging, SMK, and HC (Figures 3E, 4E, and 5E). Taking into account both the abundance and the degree of modulation of selected miRs in a given CRF condition, KEGG cluster connection analyses identified several pathways that could impact on PAC function (Figures 3D, 4D, and 5D). Interestingly, all CRF conditions were associated with modulation of miRs involved in cancer (Lee and Dutta, 2009) and ECM remodeling (Piccinini and Midwood, 2014), both conditions being closely linked to angiogenesis (Sottile, 2004). The central HIF1–VEGF angiogenic pathway was also shown to be targeted, together with important downstream pathways involved in VEGF signaling such as MAPK and PI3K (Ferrara et al., 2003). TGFb pathway, which regulates cellular migration, proliferation, and angiogenesis (Bertolino et al., 2005), was also shown to be involved in the three CRF conditions.

An interesting finding in the current study is that a group of miRs appears to be similarly altered in PACs exposed to different CRF conditions. For example miR-542-3p and miR-29 were decreased in all three CRF conditions, being also the two most downregulated miRs in SMK and HC conditions. 

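Ranked by fold among miRs with at least 100 RPM in CTL or the CRF library, miR-29c-3p was 1 and miR-542-3p 2 from the lowest in SMK. In HC, miR-542-3p was 1, miR-30b-5p 2 and miR-29c-3p 3. In aging, miR-542-3p was 7 from the lowest, after miR-31-5p, miR-218-5p, miR-143-3p, miR-10b-5p, miR-34c-5p and miR-126a-5p.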

Recently, miR-542-3p has been shown to contribute to the angiogenic properties of EPCs by stimulating the expression of ANGPT2 (Lu et al., 2019). On the other hand, although downregulation of miR-29c has been shown to promote ischemic brain damage via derepression of its target DNMT3a (Pandi et al., 2013), the targets of miRs can be modulated according to cell types and microenvironmental conditions. Therefore, the specific effect of miR-29c downregulation for the modulation of PAC function in PAD remains to be determined. We also identified several miRs that were upregulated in different CRF conditions. For example, miR-501-3p was the most upregulated miR in all three CRF conditions. 

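Among miRs with at least 100 RPM in CTL, miR-501-3p had the highest fold in each CRF library. Among those with 100 RPM in CTL or the CRF library, its rank by fold was 5 in aging, 3 in SMK and 7 in HC. It is made on the X chromosome with miR-532, miR-500, miR-362 and miR-188 in a cluster (7237683 to 7248497, GRCm38). MiR-532-5p, the most abundant miR of this cluster, lay between the limits, at 1.07-fold (1.03 to 1.13) in aging, 1.03-fold (0.980 to 1.07) in SMK and 1.14-fold (1.08 to 1.2) in HC. In the same order, miR-362-5p was at 1.46-fold (1.23 to 1.75), 1.25-fold (1.04 to 1.50) and 1.65-fold (1.36 to 1.99). In HC, 3 of the 4 measured miRs of the cluster were higher, among them miR-362-3p (1.79-fold, 1.45 to 2.21). Under 100 RPM in all 4 libraries, miR-532-3p was at 4.7-fold (3.1 to 7.32), 2.75-fold (1.74 to 4.41) and 6.23-fold (4.07 to 9.77). There miR-501-5p, the other arm of miR-501, was at 2.21-fold (1.38 to 3.57), 1.98-fold (1.23 to 3.22) and 2-fold (1.16 to 3.43), from 33 counts in CTL to 27 in HC.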

Although the role of miR-501-3p in ischemic vascular diseases and angiogenesis has not been investigated, it is interesting to note that overexpression of miR-501-3p was shown to inhibit proliferation, migration, and invasion in cancer cells (Luo et al., 2018). Another miR that was strongly increased in all CRF conditions is miR-92a. 

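MiR-92a-3p was the 1 miR above 1.6-fold among 6 measured miRs of the miR-17~92a cluster, whose members are processed from 1 transcript and promote proliferation. In aging, miR-92a-3p was at 2.41-fold (2.28 to 2.55), from 811.3 to 1954 RPM. There miR-17-5p was at 0.752-fold (0.627 to 0.899), miR-20a-5p at 0.751-fold (0.697 to 0.809) and miR-19b-3p at 0.764-fold (0.716 to 0.815). In SMK, miR-17-5p was at 0.781-fold (0.655 to 0.928) and miR-19a-3p at 0.705-fold (0.593 to 0.835), and miR-20a-5p was at 0.897-fold. MiR-17-3p was at 1.39-fold (1.21 to 1.59) in aging, 1.15-fold (0.996 to 1.32) in SMK and 1.29-fold (1.1 to 1.51) in HC. The rare miR-18a-3p, with 19 counts in CTL and 29 in HC, was at 2.13-fold (1.13 to 4.09), 1.68-fold (0.861 to 3.31) and 3.73-fold (2.02 to 7.05). MiR-92a-3p has another locus on the X chromosome (52741838 to 52741928, GRCm38), as does miR-19b-3p, and the reads of both copies are counted together. Removal of the linear trend on GC content, chosen after the values were seen, brought miR-92a-3p to 1.58-fold in aging.

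**Figure D2:**
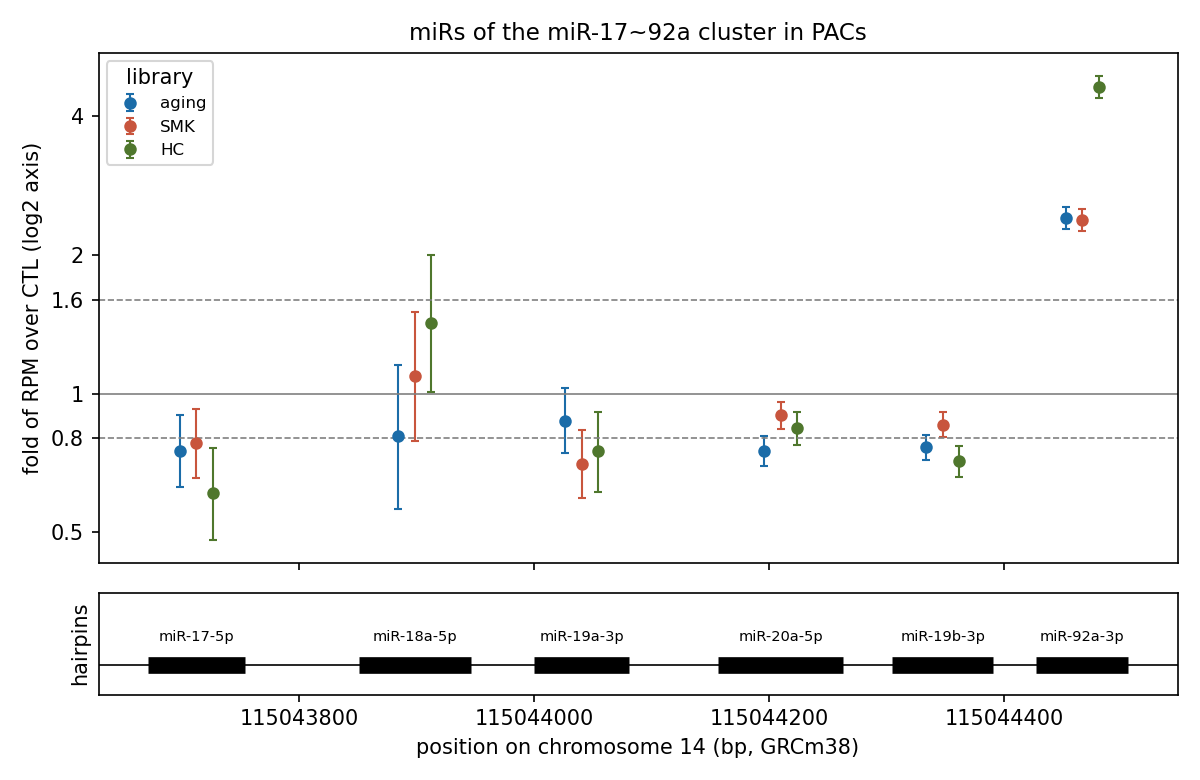
Fold of RPM over CTL, on a log2 axis with 95% counting intervals, for 6 miRs of the miR-17~92a cluster in the aging, SMK and HC libraries, at the positions of their hairpins on chromosome 14. They include miR-18a-5p, which was under 100 RPM in every library, and leave out the measured miR-17-3p. Dashed lines mark 0.8-fold and 1.6-fold. MiR-92a-3p lies above 1.6-fold in all 3 CRF libraries and the other 5 do not.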

Mir-92a has been shown to inhibit angiogenesis *in vitro* and *in vivo*, whereas inhibition of miR-92a expression can improve neovascularization and protect against ischemia in mouse ischemic hindlimbs (Bonauer et al., 2009) and after myocardial infarction in pigs (Hinkel et al., 2013). Moreover, inhibition of miR-92a can also protect PACs (EPCs) from hypoxia- or hyperglycemia-induced injury (Huang et al., 2019). We used pathway cluster dendrogram analyses to evaluate the potential resulting biological effects of miRs that are modulated in several CRF conditions. Our results indicate that the predictive pathways that are affected have key roles for the modulation of angiogenesis and PAC function, including ECM remodeling, PI3K/AKT/MAPK signaling, TGFb pathway, p53, and cell cycle progression. When looking specifically at VEGF pathway, which is crucial both for developmental and postnatal neovascularization (Ferrara et al., 2003), we found that several miRs that are modulated by CRF conditions can negatively influence VEGF-dependent angiogenesis and PAC function (Figure 7). The mechanism by which different CRFs can similarly modulate miRs involved in the angiogenic function of PACs remains to be determined. A common feature of all these CRFs is increased oxidative stress (Kunsch and Medford, 1999), which has also been associated with impaired ischemia-induced neovascularization and PAC function (Haddad et al., 2009; Groleau et al., 2010). Additional studies are needed to determine the specific role of oxidative stress for the modulation of miR expression in the context of PAC function, angiogenesis, and ischemia-induced neovascularization.

The current study has important limitations. Using NGS, we identified several miRs that were modulated in PACs in the context of CRFs, but it was not possible to confirm each miR (i.e., quantitative reverse transcription–polymerase chain reaction) in biological replicates exposed to the different conditions. In addition, targets and pathways modulated by miRs were identified using bioinformatic analyses, but we could not confirm all these results at the mRNA and protein levels in the different experimental conditions. Accordingly, the present work should be taken as a hypothesis-generating study, and the specific miRs and targets we describe in each specific experimental condition will need to be confirmed by additional experiments in future studies. We chose to study the effect of aging, SMK, and HC because those are important classical CRFs associated with impaired neovascularization and PAC dysfunction. Additional studies are needed to address the potential role of other CRFs (e.g., diabetes, hypertension), which could also modulate the expression of miRs related to PAC function. Finally, although we propose that modulating miR expression in PACs could improve their angiogenic activity and promote neovascularization in patients with PAD and CLI, it is important to note that the same miRs could have opposite and/or detrimental effects in patients who also present with other pathologies, such as cancer. Therefore, several questions remain to be answered before this type of angiogenic therapy can be developed, including which miRs to target in PACs and how to administer these “engineered” PACs in terms of dosing and delivery method (local versus systemic).

In conclusion, this study describes for the first time the effects of CRFs on the modulation of miR profile in PACs related to PAD and ischemia-induced neovascularization. We found that a significant proportion of miRs are modulated in PACs exposed to different CRFs. In each CRF condition, we identified specific proangiogenic miRs that were downregulated and also antiangiogenic miRs that were upregulated. Moreover, a group of angiogenesis-modulating miRs was found to be similarly altered in all CRF conditions. Our findings constitute a solid framework for the identification of miRs that could be targeted in PACs in order to improve their angiogenic function. In novel therapeutic strategies, these reprogrammed PACs could eventually serve as potent angiogenic vectors in order to improve neovascularization and reduce tissue damage in patients with severe PAD and CLI.

## Data Availability Statement

Next Generation Sequencing (NGS) data have been deposited and are available on NCBI Gene Expression Omnibus, GSE151609.

## Ethics Statement

The animal study was reviewed and approved by Comité Institutionnel de Protection des Animaux (CIPA) of the Centre Hospitalier de l’Université de Montréal (CHUM).

## Author Contributions

MD and AR conceptualized and designed the study. MD prepared the initial draft of the manuscript and figures. JR and AR revised the manuscript and figures. MD and SD conducted the experiments. MD, SD, and AR analyzed the data. SC provided expert advice and recommendations. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://mirsystem.cgm.ntu.edu.tw/index.php

2 http://www.microrna.gr/miRPathv3

# Supplementary material for: MicroRNA Expression Profiling of Bone Marrow–Derived Proangiogenic Cells (PACs) in a Mouse Model of Hindlimb Ischemia: Modulation by Classical Cardiovascular Risk Factors
**Source:** Front Genet. 2020 Aug 21;11:947. doi: 10.3389/fgene.2020.00947
**Supplement:** Supplementary file 1

READ SET	CTL	AGING	SMK	HC
total_reads	5 569 870	6 079 301	5 198 156	5 159 332
no_adapter_reads	79 349	128 470	85 982	104 449
too_short_reads	783 181	1 311 405	887 227	864 511
umi_defective_reads	45 299	181 339	90 771	248 996
mirna_reads	3 140 294	2 325 729	2 169 192	1 794 976
hairpin_reads	2 836	4 739	4 244	5 205
pirna_reads	13 624	23 727	19 442	20 263
rrna_reads	6 023	17 025	10 285	16 258
trna_reads	915 759	1 157 427	1 155 578	1 123 386
mrna_reads	14 464	14 409	13 983	13 260
Other_rna_reads	422 408	652 143	556 838	682 754
notcharacterized_mappable	66 918	109 498	80 473	100 386
notcharacterized_notmappable	79 715	153 390	124 141	184 888

Supplemental Table 1. Summary of next generation sequencing raw reads generated

How the deposited data were processed for this re-analysis (not part of the article)

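MiRs were measured in PACs grown for 4 days from the bone marrow of mice 2 days after hindlimb ischemia. There were 4 libraries, for CTL, aging, SMK and HC, each made from the pooled RNA of several mice, so that each condition had 1 library. The RPM values were made by the authors, and the deposited table lists 568 mature miRs in whole steps of RPM per library. According to the methods, the libraries were prepared with a QIAseq kit and sequenced on a NextSeq instrument. Reads were mapped in steps with bowtie, first to mature miRs of miRBase and then to hairpins, other RNAs and the genome. Supplementary Table 1 counts reads with a defective UMI, a unique identifier that tags a molecule. The submitters' processing notes name other tools, namely bcl2fastq 2.20, TopHat2 2.0.10 and HTSeq 0.5.4, and the 2 accounts were not reconciled here. The methods describe read counts normalized by library size. Neither account says whether reads with the same identifier were merged, so the steps are called counts in the text.

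Each value was divided by the smallest value of its library, which returned whole counts for all 568 miRs, and the totals behind the RPM were taken from these steps. The listed miRs sum to between 989578 and 996242 RPM per library, so a small part of each total lies outside the list. The recovered totals were 0.809 (CTL), 0.675 (aging), 0.770 (SMK) and 0.579 (HC) of the miRNA reads that the paper gives in Supplementary Table 1. By the paper's table, miRNA reads were 56.4%, 38.3%, 41.7% and 34.8% of total reads, and reads with a defective identifier 0.813%, 2.98%, 1.75% and 4.83%, in the same order. The table was used here only to describe the libraries and for scaling to total reads.

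Folds are ratios of the deposited RPM, with no pseudocount. The interval of a fold is the exact conditional binomial interval for 2 Poisson counts. A miR was tested in a comparison when it had at least 100 RPM in CTL or in the CRF library, and the limits of 0.8 and 1.6, or 0.6 and 2 for shared changes, are those of the paper. The paper does not say which library has to reach 100 RPM. MiRs that the table lists together were kept under the 6 joint names of the table. The miRs to be named were chosen by a rule: all 72 miRs that the paper names in its text and in the heat maps, the 5 largest rises and 5 largest falls of each comparison, and members of 26 lists of cell types, functions, families and clusters. The figures of the paper print folds, so these were known when the rule and the lists were written. The median log2 fold of a list with at least 3 measured members was placed among 10000 random lists of the same size, drawn from 5 bins of mean expression, and percentiles below 2.5 or above 97.5 were taken as apart from them. Random lists of single miRs leave out that miRs made together can move together. The lists, the rule, the limits and the alternatives were set before the data were examined, except where the text says otherwise. Since the printed folds were known by then, the percentile of a list holding miRs named in the paper is not independent support.

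The alternatives were 4 other readings of the 100 RPM minimum and none, the median ratio of 123 miRs with 100 RPM in all 4 libraries, a trimmed mean of log ratios, totals without miR-21a-5p, total reads, pseudocounts of 1 and 10 RPM, other limits, intervals wholly past a limit, near-identical family members summed, and SMK as the reference in place of CTL. The GC content of a mature miR was estimated from its hairpin, since the reference holds no mature sequences. Hairpins were folded, and the 22 bases of an arm starting 7 bases from the centre of the loop were taken as the window. Window GC was found for 94.8% of tested miRs in aging, 96.6% in SMK and 93.7% in HC. Removing a straight line fitted on it also centres the log2 folds at 0. Hairpin positions and host genes come from RefSeq and GENCODE release 21 for mouse (GRCm38).

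The effect of sharing 1 CTL library was simulated with 200 sets of unchanged libraries, with counting error alone and with assumed dispersions of 0.05 and 0.1 between pools. The folds and intervals were tested on data simulated with counting error alone, in which 200 miRs were changed. All tested miRs simulated at 2.5-fold or 0.4-fold were called, at most 1.02% of unchanged miRs were called in a comparison, and the intervals covered the simulated fold for 89.4% to 100% of miRs. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, RNAfold 2.7.2, and R 4.3.3 with edgeR 4.0.16 for the trimmed mean. The raw reads, and the target predictions, pathway enrichment and cell function assays of the paper were not analysed here.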

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

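In this part, the tests of a single unusual CTL library, of counting error, of the share of stromal cells and of the locus on the X chromosome, and the removal of the trend on GC content, were chosen only after the results were seen.

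Some miRs that the paper does not discuss stood out because they reached at least 100 RPM in a CRF library at more than 4 times their level in CTL. In aging these were miR-7015-5p (7.86-fold), miR-328-3p (6.39-fold), miR-151-3p (5.12-fold) and miR-423-5p (5.00-fold). In SMK it was miR-151-3p (4.29-fold). In HC they were miR-744-5p (19.1-fold), miR-2137 (17.5-fold), miR-328-3p (14.0-fold), miR-151-3p (8.80-fold), miR-484 (8.41-fold), miR-7015-5p (7.49-fold), miR-423-5p (6.50-fold), miR-320-3p (6.33-fold), miR-674-3p (5.81-fold) and miR-486b-5p (5.79-fold). Other miRs stood out because they were lower in 1 CRF library and higher in another. For miR-10b-5p the fold in aging was 0.178 times, and that in HC 0.433 times, the fold in SMK. For miR-676-3p the fold in aging was 0.390 times that in HC. The higher call of miR-10b-5p in SMK ended with a trimmed mean of log ratios and with scaling to total reads. Its lower call in HC ended after removal of the trend on GC content (0.837-fold). These differences between conditions were not tested, as each condition has 1 library.

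A first pattern is the 27 miRs above 2-fold in at least 2 CRF libraries. Counting error is argued against, because 0 of the 27 had an interval that included 1.6 in a comparison counted. GC content stays open: over 85 hairpins, the difference between the arms in GC went with the difference in fold at a Spearman correlation of 0.344 in aging, 0.242 in SMK and 0.311 in HC, and removing the trend on GC, which also centres the folds, left 11 of the 27. A single unusual CTL library also stays open. With SMK as the reference, where aging and HC both had to be above 2-fold, 0 rises were shared. A rise present in SMK too would be lost against SMK under either explanation, so this decides nothing. HC over SMK was 0.511 higher for these miRs than for all tested miRs on the log2 scale. All 27 were chosen for a high value in HC, so that difference decides nothing either. A response common to the 3 conditions stays open too and was not tested.

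Another pattern is the fall of stromal miRs in the aging library, in which both endothelial miRs and 5 of 11 progenitor miRs were lower too. These groups overlap and are not separate evidence. MiR-10b-5p is both a stromal and a progenitor miR, miR-126a-3p is both an endothelial and a progenitor miR, and both endothelial miRs are arms of the same hairpin. A linear trend on GC content as the cause is argued against by the median log2 fold of the list. It was -1.14 before and -1.444 after removal of the trend. The removal also centres the folds, and the median of all tested miRs in aging was 0.24 before it. The further drop of the list is thus at least in part that shift, and a dependence on GC of another form was not tested. A smaller share of stromal cells in the aging pool may account for it but stays open, because the 10 of 11 members below 0.8-fold (folds between 0.0933 and 0.740) are the pattern itself and 7 of the 11 are also in another list. The 11 include the abundant miR-143-3p and miR-199a-3p/miR-199b-3p, and the adherent cultures were washed but no sort that would remove stromal cells is described. Of the listed members under 100 RPM, miR-214-3p and miR-708-5p were above CTL in aging and the others below it. A change of these miRs within cells with age stays open too, and so does the pool itself, which by its label held 2 samples and is the single aging library.

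The last pattern is miR-92a-3p, the 1 miR above 1.6-fold in all 3 CRF libraries among 6 measured miRs of its cluster, although miR-17-3p was at 1.39-fold in aging. Under 100 RPM, miR-18a-3p was at 2.13-fold in aging, 1.68-fold in SMK and 3.73-fold in HC. In the same order, miR-20a-3p was at 2.23-fold, 1.52-fold and 2.14-fold, with intervals that include 1, and miR-18a-5p at 0.81-fold, 1.09-fold and 1.43-fold. No table argues against either explanation tested. For GC content, miR-92a-3p lay 0.718 SD above the trend in aging, 1.45 SD in SMK and 1.50 SD in HC, neither within 1 SD in all of them nor beyond 2 SD. For reads from its other locus on the X chromosome, 4 miRs made only there had 71.2 RPM together in HC, or 2.415% of the 2949 RPM that miR-92a-3p gained, and the yield of these miRs relative to miR-92a-3p is not known. A change in processing or stability of miR-92a-3p in these conditions was not tested and also stays open.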

How the results depend on the processing

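Of the alternatives in this part, only the removal of the trend on the GC content of the hairpin arms was chosen after the results were seen.

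With no expression minimum, 368 miRs were past the limits in aging, 269 in SMK and 353 in HC, and 48 falls and 130 rises were shared by at least 2 CRF libraries, since all 568 miRs were then tested. Limits of 0.5 and 2 gave 46, 14 and 39 miRs, and symmetric limits with the reciprocal of 1.6 as the lower one gave 32 in SMK, fewer because the limits are stricter. For the 6 shared falls, 100 RPM in the CRF library or in both libraries gave 3 each, with fewer miRs tested, and limits of 0.8 and 1.6 gave 30 falls and 43 rises. The scalings that lower all folds alike gave more shared falls: 11 by the median ratio, 26 by the trimmed mean and 43 with total reads. For the 27 shared rises, 100 RPM in CTL or in both libraries gave 13 each, with fewer miRs tested, and total reads gave 7. With SMK as the reference, aging and HC shared 0 rises and 5 falls, 1 of them among the 6, and the cause was not tested. Removing the trend on GC gave 17 shared falls and 11 shared rises. It also centres the log2 folds, whose medians were 0.24 in aging, 0.20 in SMK and 0.32 in HC, so these counts mix that shift with the trend. The removal reversed miR-326-3p in HC (from 1.66-fold to 0.514-fold). MiR-671-5p was reversed in aging (from 2.00-fold to 0.887-fold) and in HC (from 1.84-fold to 0.570-fold). The cause was not tested.

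Under the other alternatives the counts stayed within 1.5 times of those at the claims, at 64 to 104 miRs in aging, 34 to 70 in SMK and 59 to 114 in HC, at 4 to 9 shared falls and at 18 to 33 shared rises. Requiring the whole interval past a limit gave 69, 34 and 67 miRs. The miRs detected stayed within 1.5 times at 1 RPM (549 to 558 per library) and at 3 counts (528 to 558), and the expression classes are the same with all listed miRs as the base, since all 568 were above 0. Of 240 folds of named miRs, 137 left their counting interval by the median ratio, 210 by the trimmed mean, 231 with total reads and 9 with a pseudocount of 10 RPM; with a pseudocount of 1 RPM 0 did. Without miR-21a-5p, 67 of 237 did. After removal of the trend on GC, 39 stayed within it, 180 left it and 3 reversed. The removal ended the higher calls of 9 of 29 named miRs in aging, 11 of 24 in SMK and 14 of 31 in HC, and the lower calls of 1 of 26, 0 of 19 and 3 of 26.

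All 48 list results kept their side of the percentile limits with both pseudocounts. The median ratio, the trimmed mean and total reads shift all log2 folds of a comparison alike, so they cannot move these percentiles. Without miR-21a-5p, 3 fell short of them: lymphoid miRs in SMK (96.2), the miR-17~92a cluster in HC (3.1) and the miR-30 family in HC (3.21). After removal of the trend on GC, 5 fell short, namely the miR-232724 clusters in aging (87.2) and SMK (97.0), lymphoid miRs in SMK (94.9), and proangiogenic miRs (29.1) and the miR-17~92a cluster (26.0) in HC. The progenitor miRs in aging (1.58) and the stromal miRs in SMK (1.05) passed them. The planned removal of a trend on the GC content of the mature sequences was not run, since the reference gives no mature sequences. Depth limits the rarest miRs most in HC, where a single count stands for 0.962 RPM, against 0.393 RPM in CTL.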

Differences from the paper's values

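In this part, only the removal of the trend on GC content was chosen after the results were seen.

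The paper gives 61 modulated miRs in aging, against 92 here. Of the alternatives set before the data were examined, 100 RPM in CTL (72), in the CRF library (84), in both (64) or in the mean of the 4 libraries (82), a pseudocount of 10 RPM (88), symmetric limits (72), limits of 0.5 and 2 (46), whole intervals (69) and summed family members (78) come within 1.5 times of the paper's count. No expression minimum (368), the median ratio (93), the trimmed mean (95), totals without miR-21a-5p (104), total reads (104) and a pseudocount of 1 RPM (92) do not. In SMK and HC the paper's totals are also below the 51 and 84 here. With 100 RPM in both libraries, the counts were 64 in aging, 41 in SMK and 59 in HC. Among the readings of the minimum, these come nearest to the paper's totals, so this reading alone closes most of the gap. For higher miRs in aging, the paper shows about 31 in Fig. 2B, read by eye, against 51 here. Here 100 RPM in CTL (31) or in both libraries (31), the mean of the 4 libraries, the median ratio, the trimmed mean, total reads, limits of 0.5 and 2 and whole intervals close the gap. The CRF library (51), no minimum (228), totals without miR-21a-5p (54), pseudocounts of 1 (51) and 10 RPM (48), symmetric limits (51) and summed families (47) do not. For higher miRs in HC, the paper shows about 28 in Fig. 2B, read by eye, against 55 here. It is met within 1.5 times with 100 RPM in CTL (33) or in both libraries (33), the trimmed mean, total reads and limits of 0.5 and 2. It is not with the CRF library (55), the mean of the 4 libraries (45), no minimum (228), the median ratio (46), totals without miR-21a-5p (56), pseudocounts of 1 (55) and 10 RPM (54), symmetric limits (55), whole intervals (45) and summed families (49).

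For miRs above 2-fold in at least 2 CRF conditions, the paper gives 13, against 27 here. All 13 miRs of Fig. 6C are among the 27. With 100 RPM in CTL or in both libraries the 13 miRs counted are the 13 of Fig. 6C, and the trimmed mean (18) also comes within 1.5 times, with 7 of the 13 dropped. The CRF library (27), the mean of the 4 libraries (24), no minimum (130), the median ratio (23), totals without miR-21a-5p (33), total reads (7), pseudocounts of 1 (27) and 10 RPM (25), limits of 0.8 and 1.6 (43), whole intervals (24), summed families (23) and SMK as the reference (0) do not. The removal of the trend on GC, chosen after the values were seen, comes near 4 of these counts. It gave 77 miRs in aging, 31 higher in aging, 25 higher in HC and 11 shared rises, but it drops 7 of the 13 miRs of Fig. 6C. For miR-342-3p in HC, the paper shows about 2.0 in Fig. 6C, read by eye, against 3.62-fold here. That reading is the same as the one for aging, where the fold here is 2.00, and the paper's text lists this miR among 4 upregulated in HC beyond a percentage that, read as the ratio to CTL, is 3-fold. The value of 3.62-fold meets that limit and 2.0 does not. The value in the figure therefore need not come from another scaling. The trimmed mean (2.7) and total reads (2.24) come within 1.5 times, and the median ratio (3.27), totals without miR-21a-5p (3.44) and pseudocounts of 1 (3.62) and 10 RPM (3.6) do not.

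Some statements on single miRs differ as well. The paper names 5 miRs above a level of expression that in these libraries only miR-21a-5p and miR-16-5p reached, whereas let-7f-5p was at 89024 RPM in CTL; as the paper states, all 5 lay between the limits in aging. Among the strongest falls in aging it names miR-143-5p, which was at 58.1% below CTL with 68.5 RPM there, and miR-10b-5p, at 67.8% below; miR-143-3p was at 70.1% below. It describes the most abundant miRs as not modulated by SMK or aging. Of those at 10000 RPM or more, 3 of 15 were past the limits in SMK, namely let-7f-5p, miR-29a-3p and miR-146a-5p, and 3 of 16 in aging, namely miR-126a-3p, miR-143-3p and miR-30d-5p, against 7 of 16 in HC. Among the falls in SMK beyond its stated size, miR-101b-3p (36.8% below CTL) is not named. In HC it calls miR-142a-3p strongly lower, and its fold here was 0.857. It is below the limit of 0.8 by the median ratio, the trimmed mean and total reads. It also places miR-30b-5p and miR-29c-3p beyond a fall that they came near here, at 59.2% and 58.7% below CTL. Scaling by the median ratio, which lowers all folds in HC, takes both beyond that fall. More rises above 3-fold are stated for HC than the 4 found with 100 RPM in CTL, while 1 in SMK and 2 in aging match. The paper places miR-542-3p and miR-29 as the lowest miRs in HC, where miR-30b-5p lay between them here. MiR-501-3p is called the highest in each condition, which holds here with 100 RPM in CTL, whereas miR-7015-5p in aging, miR-151-3p in SMK and miR-744-5p in HC were higher among miRs below it there. Figure 6A includes miR-126a-5p, which at 0.606-fold in HC was not below the limit here; it is counted by the median ratio, the trimmed mean, totals without miR-21a-5p, total reads, a limit of 0.8 and, chosen after the values were seen, the removal of the trend on GC. The paper describes similar numbers of higher and lower miRs, whereas 51 were higher and 41 lower in aging, and 55 and 29 in HC; with 100 RPM in CTL the numbers were 31 and 41, and 33 and 29. For SMK it states mostly rises, with 30 higher and 21 lower here, or 21 and 21 with 100 RPM in CTL. By the median ratio 23 were higher and 32 lower in SMK, by the trimmed mean 17 and 39, and with total reads 10 and 60. The splits in aging and HC moved with the scaling too.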

Other observations

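All tests in this part were planned, except the removal of the trend on GC content, which was chosen after the results were seen.

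Groups of miRs not described at the claims moved in different ways. Of 4 lymphoid miRs, 3 were higher in aging (median log2 fold 1.09) and 3 in HC (median 1.02), but as a group they did not pass the percentile limit, at 96.4 and 94.8. The miR-232724 clusters passed it in SMK (3 of 5 higher, median 0.76, percentile 98.6) but not in HC (3 of 5 higher, median 0.87, percentile 96.6), where miR-27a-3p was at 0.967-fold and miR-27b-3p at 0.973-fold. After removal of the trend on GC content, the percentile of these clusters in SMK was 97.0, short of the limit. Myeloid miRs stayed near CTL, with 2 of 7 lower and 1 higher in SMK (median -0.05) and none lower and 1 higher in HC (median 0.09), although the medians were -0.28 and -0.34 with a trimmed mean of log ratios. Progenitor miRs, with a median of -0.17 in aging, were split in SMK, with 2 of 11 lower and 3 higher (median 0.21), and in HC, with 3 lower and 3 higher (median 0.22); with the trimmed mean these medians were -0.02 in SMK and -0.20 in HC. Antiangiogenic miRs in SMK were higher for 6 of 16 and lower for 1, with a median of 0.45 at percentile 96.1, and their median in HC was 0.41, or -0.02 with the trimmed mean. Proangiogenic miRs in SMK had 2 of 9 lower and 2 higher (median 0.14, or -0.10 with the trimmed mean). Of 8 senescence-associated miRs, 1 was lower and 1 higher in aging, and 2 were lower and none higher in HC.

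Among families and clusters, the median log2 fold of the miR-106b~25 cluster was 0.16 in aging, 0.16 in SMK and 0.45 in HC. For the miR-15/16 family it was 0.07, 0.45 and 0.35, for the miR-532 cluster on the X chromosome 0.43, 0.41 and 0.78, and for the miR-322 cluster there -0.19, 0.13 and 0.09. The let-7 family was at 0.00 in aging and 0.04 in HC, with 1 of 9 higher in each and 1 lower in HC. The miR-29 family was at -0.27 in aging and -0.37 in HC, and the miR-30 family at -0.39 in aging and -0.11 in SMK. The miR-17~92a cluster was at -0.29 in aging and -0.19 in SMK. With scaling to total reads, the medians of the miR-106b~25 cluster, the miR-322 cluster and the let-7 family were below 0 in all 3 comparisons, and those of the miR-15/16 family and the miR-532 cluster in 2.

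Lists with fewer than 3 measured miRs have no median. Both endothelial miRs were lower in aging and HC and between the limits in SMK. Both members of the miR-181 family were higher in each CRF library, and both of the cluster of miR-221 and miR-222 were higher in aging and HC and 1 in SMK. Both members of the cluster of miR-143 and miR-145a were lower in aging, 1 in HC and none in SMK. Of 2 liver miRs, 1 was lower in each comparison. The 1 epithelial and the 1 neuronal miR measured were higher in aging and between the limits in SMK and HC. The 1 erythroid miR measured was in HC and was higher. No skeletal muscle miR and no miR of the Dlk1-Dio3 imprinted cluster reached 100 RPM in a comparison, and 5 of the 27 miRs fixed for that cluster are listed. Below that level, miR-206-3p of skeletal muscle was at 32.3 RPM in CTL and at 0.119-fold in aging, 0.241-fold in SMK and 0.328-fold in HC, and miR-451a of red blood cells was at 22.4 RPM in CTL and at 0.114-fold, 0.641-fold and 2.32-fold.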
